# ACOT12, a novel factor in the pathogenesis of kidney fibrosis, modulates ACBD5

**DOI:** 10.1038/s12276-025-01406-3

**Published:** 2025-02-13

**Authors:** Ee Hyun Kim, Mi Kyung Kim, MiSun Choe, Ji Hyun Ryu, Eun Seon Pak, Hunjoo Ha, Eun-Jung Jin

**Keywords:** Chronic kidney disease, Diagnostic markers, Pathogenesis, Biomarkers

## Abstract

Lipid metabolism, particularly fatty acid oxidation dysfunction, is a major driver of renal fibrosis. However, the detailed regulatory mechanisms underlying this process remain unclear. Here we demonstrated that acyl-CoA thioesterase 12 (Acot12), an enzyme involved in the hydrolysis of acyl-CoA thioesters into free fatty acids and CoA, is a key regulator of lipid metabolism in fibrotic kidneys. A significantly decreased level of ACOT12 was observed in kidney samples from human patients with chronic kidney disease as well as in samples from mice with kidney injuries. Acot12 deficiency induces lipid accumulation and fibrosis in mice subjected to unilateral ureteral obstruction (UUO). Fenofibrate administration does not reduce renal fibrosis in *Acot12*^*−/−*^ mice with UUO. Moreover, the restoration of peroxisome proliferator-activated receptor α (PPARα) in *Acot12*^*−/−*^*Pparα*^*−/−*^ kidneys with UUO exacerbated lipid accumulation and renal fibrosis, whereas the restoration of Acot12 in *Acot12*^*−/−*^ *Pparα*^*−/−*^ kidneys with UUO significantly reduced lipid accumulation and renal fibrosis, suggesting that, mechanistically, *Acot12* deficiency exacerbates renal fibrosis independently of PPAR*α*. In *Acot12*^*−/−*^ kidneys with UUO, a reduction in the selective autophagic degradation of peroxisomes and pexophagy with a decreased level of ACBD5 was observed. In conclusion, our study demonstrates the functional role and mechanistic details of Acot12 in the progression of renal fibrosis, provides a preclinical rationale for regulating Acot12 expression and presents a novel means of preventing renal fibrosis.

## Key role of Acot12 in kidney fibrosis revealed

Chronic kidney disease (CKD) is a serious condition that affects kidney function over time. It can lead to other health problems, but current treatments are limited. Here the authors wanted to explore new ways to treat CKD by focusing on kidney fibrosis, a major factor in CKD progression. This study demonstrates that decreased level of ACOT12, a critical enzyme in lipid metabolism, correlates with increased fibrosis and lipid accumulation in the kidney tissues. Mice lacking ACOT12 had more kidney fibrosis and lipid accumulation, suggesting that ACOT12 plays a protective role, while restoring ACOT12 in these mice reduced fibrosis and lipid buildup. These findings suggest that targeting ACOT12 could be a novel therapeutic approach for preventing kidney fibrosis by regulating lipid metabolism in CKD.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Chronic kidney disease (CKD) is a progressive disorder characterized by changes in kidney structure, such as cysts, tumors and atrophy and/or loss of kidney function, over a period of months to years. Kidney dysfunction can change the output or quality of urine and is most often recognized by increased serum levels of creatinine, cystatin C or blood urea nitrogen (BUN). Patients with CKD have an increased risk of developing other complications, such as cardiovascular diseases, hypertension and bone disorders. Although the impact of CKD on morbidity and mortality is increasing worldwide^1^, there is no effective treatment for CKD other than dialysis or kidney transplantation.

Kidney fibrosis is the final common pathway in CKD and is characterized by glomerulosclerosis, tubulointerstitial fibrosis, inflammatory infiltration and kidney parenchyma loss. Excessive accumulation of the extracellular matrix, which is primarily composed of collagen, results in loss of kidney function^2,3^, and impeding or reversing this process is one of the current therapeutic approaches for controlling CKD^4^. Recently, peroxisome proliferator-activated receptors (PPARs) have been implicated in the regulation of kidney inflammation and fibrosis and are considered potential therapeutic targets^5^. PPARα regulates age-associated kidney fibrosis^6^. PPARα deficiency leads to the accumulation of lipids in kidney tubules and exposure to PPARα agonists reduces the production of transforming growth factor-beta (TGFβ), IL-1β, IL-6 and TNF, leading to a reduction in tubulointerstitial fibrosis and inflammation^7,8^. Moreover, PPARγ, which is known to be expressed in glomerular mesangial cells, podocytes and proximal epithelial cells, has a protective role against acute kidney injury by inhibiting inflammation, and pioglitazone, a PPARγ agonist, prevents mesangial expansion, glomerulosclerosis, tubulointerstitial inflammation and fibrosis, as well as tubular dilation and atrophy during the pathogenesis of diabetic nephropathy^9,10^.

Increasing evidence supports the hypothesis that lipid abnormalities contribute to the progression of kidney fibrosis^11^. Fatty acid oxidation (FAO) is closely associated with the development and progression of fibrosis because the kidneys mostly rely on fatty acid (FA) β-oxidation as their energy source. Thus, FAO dysfunction can exacerbate kidney fibrosis. Carnitine palmitoyltransferase 1A (CPT1A), a rate-limiting enzyme in the FAO pathway, is expressed in kidney tubules and is significantly reduced in kidney fibrosis^12^. FA transporters in the kidney, such as clusters of differentiation-36 (CD36), FA-binding proteins and FA-transport proteins, also play important roles in kidney disease. CD36, a FA translocase, is involved in Wnt/β-catenin activation and contributes to lipid accumulation and kidney fibrosis^13,14^. CD36 is associated with the collagen I-discoidin domain receptor 1 pathway and causes kidney failure in a collagen 4-mutated lipotoxic injury model^15^. Inhibition of FABP4 attenuates endoplasmic reticulum stress, mitochondrial dysfunction and inflammation in kidney fibrosis^16,17^. FATP2, encoded by Slc27a2, promotes kidney fibrosis by inhibiting FAO^18^. These data suggest that lipid metabolism accompanying CKD in kidney fibrosis could be a potential therapeutic target. Given the critical role of lipid metabolism in kidney fibrosis, we focused on acyl-CoA thioesterase 12 (ACOT12) in this study. ACOT12 is an enzyme that hydrolyzes acyl-CoA to free FAs and CoA, which is crucial in regulating the intracellular levels of acyl-CoA and free FAs. It is predominantly expressed in the kidney tubules, suggesting its potential involvement in renal lipid metabolism. However, the role of ACOT12 in kidney fibrosis has not been previously explored. We hypothesized that ACOT12 might be a key regulator linking lipid metabolism to kidney fibrosis. Our results demonstrate that *Acot12* deficiency induces lipid accumulation and exacerbates kidney fibrosis independently of PPARα, and that restoring *Acot12* effectively ameliorates kidney fibrosis.

## Materials and methods

### Ethical approval

All animal studies were approved by the Institutional Animal Care and Use Committee of Wonkwang University and followed institutional guidelines (WKU20-60, WKU20-114, WKU21-36, WKU21-89 and WKU22-40). All the mice were housed at 23 ± 1 °C for 12 h. The light/dark cycles and relative humidity were 50 ± 5%, with food and water available ad libitum. Human kidney tissues were obtained from 12 patients with chronic obstructive nephropathy and 17 patients with clear cell renal cell carcinoma. The study protocol was approved by the clinical research ethics committee of Keimyung University Dongsan Hospital (institutional review board no. 2022-08-022), and all experiments were performed following approved guidelines.

### Animal experiments

Global *Acot12*^*−/−*^ mice were generated via the germline transmission of an RGEN-induced mutant allele^19^. *Acot12*^*−/−*^*PPARα*^*−/−*^ double knockout (KO) mice were generated by crossbreeding. Male 6–7-week-old C57BL/6N mice underwent unilateral ureteral obstruction (UUO) surgery. UUO surgery was performed under anesthesia, as previously described^20^, and the kidneys were collected on the seventh day. Fenofibrate (125 mg/kg) was orally administered once daily from three days before UUO surgery to the day before killing. For the adenine diet model, the mice were fed a 0.25% adenine diet for 2 weeks.

### Lentiviral packaging

Lenti-X 293T cells (Clontech) were transfected with pLenti-GIII-CMV-*Acot12* or *pLenti-GIII-CMV-PPARα*pLenti-GIII-CMV-*PPAR*α via a third-generation packaging system mix (Applied Biosystems) according to the manufacturer’s protocol. The lentiviral particles were concentrated via a Lenti-X concentrator (Takara) and stored at −80 °C. The lentiviruses were injected into four sites in the kidney parenchyma after UUO surgery.

### Synthesis of CHI–DHCA

Catechol-modified chitosan (CHI–DHCA) was synthesized via standard carbodiimide chemistry. Briefly, chitosan (0.5 g) (molecular weight of 100 kDa, 70% deacetylated, Heppe Medical Chitosan, GmbH) was dissolved in distilled water (44.5 ml) containing 5 ml of 1 N HCl. After the complete dissolution of the chitosan, the pH was adjusted to 5 with 1 N NaOH. Then, 3,4-dihydroxyhydrocinnamic acid (DHCA, 0.59 g) (Sigma‒Aldrich) and 1-ethyl-3-(3-dimethylaminopropyl)carbodiimide (0.62 g) (TCI-SU) in ethanol (12.5 ml) were added slowly to the chitosan solution and allowed to react for 12 h. The pH was adjusted to 5.0 using 1 N HCl to prevent the undesirable oxidation of the catechol groups during the reactions. The product was purified via a dialysis membrane (molecular weight cutoff of 12–14 kDa; SpectraPor) against a pH 2 NaCl (10 mM) solution for 2 days, distilled water for 4 h and subsequently lyophilized. The degree of catechol substitution was confirmed via ^1^H nuclear magnetic resonance (Bruker Avance, 500 MHz) and ultraviolet‒visible (UV–Vis) spectroscopy (UV-1900i, Shimadzu). The degree of DHCA substitution of CHI–DHCA was calculated from the absorbance at 280 nm with standard curves of DHCA monomer concentrations.

### Generation of Acot12-conjugated CHI–DHCA patches

Chitosan-catechol (40 mg/ml) was mixed with 50 μg of pcDNA-RFP-*Acot12*, lyophilized for 1 day and used for the delivery of *Acot12* into the kidney.

### PTEC culture

Kidney cortical fragments isolated from 3-week-old male C57BL/6 mice were digested with collagenase type I (Thermo Fisher Scientific) and filtered through a 100 μm strainer^12^. After red blood cells were lysed with RBC lysis buffer (Roche), the primary tubule epithelial cells (PTECs) were centrifuged, washed twice with RPMI 1640 and grown in RPMI 1640 (Gibco) supplemented with 20 ng/ml recombinant human epidermal growth factor (Sigma) and 10% fetal bovine serum.

### GFP-LC3/RFP-SKL transfection

PTECs were transfected with plasmids encoding *GFP-LC3* and *RFP-SKL* via Lipofectamine 3000 (Invitrogen) in the presence of 5 ng/ml TGFβ and 10 nM bafilomycin A for 24 h, and fluorescence images were acquired via EVOS FL Auto software v.1.7.

### Histology and immunohistochemistry

The kidneys were fixed in 4% paraformaldehyde (pH 7.4), dehydrated and embedded in paraffin. After deparaffinization and rehydration, sectioned kidneys were stained with Masson’s trichrome. For immunohistochemistry, endogenous peroxidase was blocked with 3% hydrogen peroxide, and antigen retrieval was performed with 0.01 M sodium citrate buffer (pH 6.0). Tris–EDTA buffer (pH 9.0) was used for ACOT12 staining. After blocking with normal horse serum, the sections were incubated overnight with the following primary antibodies: ACOT12 (1:1,000; AbFrontier), PLIN2 (1:1,000; Abcam), Collagen I (1:400; Southern Biotech), αSMA (1:1,000; Abcam), PPARα (1:100; Santa Cruz) and ACBD5 (1:100; Novus). After incubation with peroxidase-conjugated secondary antibodies for 1 h, the antigen was detected via ImmPACT DAB Substrate (Vector Laboratories). Images were acquired via EVOS FL Auto and quantified via Image-Pro Plus 4.5 (Cybernetics) or ImageJ software (ImageJ, National Institutes of Health; https://imagej.nih.gov/ij/).

### mRNA sequencing analysis

For mRNA sequencing analysis, total RNA was isolated from the contralateral or UUO kidneys of *Acot12*^*+/+*^ or *Acot12*^*−/−*^ mice using RNAiso Plus (Takara). The RNA quality was verified via a Bioanalyzer 2100 system (Agilent), a cDNA library was constructed using the NEBNext Ultra II Directional RNA-Seq kit (NEB) and the library was sequenced via a NovaSeq 6000 instrument (Illumina). Trimming, mapping, normalization and initial analyses were performed by E-Biogen, Inc. Further analysis was performed via ExDEGA (E-Biogen) and the Database for Annotation, Visualization and Integrated Discovery (DAVID)^21^. Networks were analyzed via the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING; https://string-db.org).

### qRT–PCR

Total RNA was isolated using TRIzol reagent (Invitrogen) or RNAiso Plus (Takara), according to the manufacturer’s instructions. cDNA was synthesized via a high-capacity cDNA reverse transcription kit (Applied Biosystems) or 5× RT Master Mix (Takara). Quantitative PCR with reverse transcription (qRT–PCR) was performed using SYBR Green PCR Master Mix (Applied Biosystems) or AMPIGENE qPCR Green Mix Hi-ROX (Enzo) on an Applied Biosystems 7300 or ABI StepOnePlus instrument (Applied Biosystems). The relative expression level of each gene was normalized to the 18S rRNA expression level. The sequences of primers used in this study are listed in Supplementary Table 1.

### Western blot analysis

Kidney proteins were extracted via RIPA buffer (Cell Signaling Technology) with 2 mM phenylmethylsulfonyl fluoride, separated via sodium dodecyl sulfate‒polyacrylamide gel electrophoresis and transferred to polyvinylidene difluoride or nitrocellulose membranes (GE Healthcare BioSciences). The membranes were blocked with 5% skimmed milk in TBS–Tween 20 and incubated with the following primary antibodies: ACOT12 (1:2,000; AbFrontier), PPARα (1ː1,000; Santa Cruz) and β-actin (1:3,000; Sigma). The blots were developed with horseradish peroxidase-conjugated secondary antibodies and detected via an enhanced chemiluminescence method. The bands were quantified via ImageJ software and normalized to β-actin.

### Plasma analysis via enzyme-linked immunosorbent assay

Blood samples were collected via heparinized syringes, and the plasma was collected via centrifugation at 3,000 rpm for 20 min at 4 °C. BUN (Arbor Assays), plasma cystatin C (R&D Systems) and plasma neutrophil gelatinase-associated lipocalin (NGAL; Immunology Consultant Laboratory) were measured according to the manufacturer’s instructions.

### Statistical analyses

All the results are expressed as the means ± s.e.m. of at least three independent experiments. Representative experiments and images are shown unless otherwise stated. Two-tailed Student’s *t*-tests were used to compare two groups. One-way or two-way analysis of variance was used to assess the differences between multiple groups, followed by Fisher’s least significant difference test. Statistical tests with *P* < 0.05 were considered statistically significant.

## Results

### ACOT12 is a key factor linking lipid metabolism to kidney fibrosis

UUO, which mimics chronic obstructive nephropathy in humans, results in kidney fibrosis as well as lipid and extracellular matrix accumulation^22^ (Supplementary Fig. 1a). Perilipin 2 (PLIN2), which coats intracellular lipid droplets, was observed as a marker of lipid metabolism activation^23^. In addition, treatment with losartan, an angiotensin II type 1a receptor antagonist, attenuated fibrosis^24^ and decreased lipid deposition in UUO-induced mice (Supplementary Fig. 1a). These results suggest that dysregulated lipid metabolism is closely associated with the development and progression of kidney fibrosis. Next, genome-wide transcript levels in the UUO model were analyzed to identify the key player responsible for lipid accumulation and fibrosis (Supplementary Fig. 1b). 

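Kidney cortex was taken from Acot12+/+ and Acot12−/− mice on day 7 after UUO, in which the ureter of a single kidney is closed, and the contralateral kidney (CL) was the control. The 12 RNA-seq libraries form 4 groups of 3, each library from a separate kidney. The reads were trimmed, mapped and normalized for the authors by a service provider, and the values analysed here are the authors' FPKM (fragments per kilobase of transcript, scaled to the depth of the library). The unit was derived from the values. Low values fall on whole multiples of the value of a single fragment. The size of these steps gives a depth, into which any scaling by the provider would also enter. Its median was 13420000 fragments in Acot12+/+ CL, 21980000 in Acot12+/+ UUO, 14930000 in Acot12−/− CL and 21050000 in Acot12−/− UUO libraries. A single fragment on a 1-kb transcript is therefore worth 0.0435 to 0.0805 FPKM. Genes listed at 0 numbered 6582 to 6690 in Acot12+/+ CL, 7050 to 7234 in Acot12−/− CL and 5868 to 5988 in the UUO libraries. Expression was compared with limma on log2(FPKM + 1), and a gene was called when its p-value, adjusted over the 13243 genes tested, was under 0.05. The first principal component held 74.2% of the variance and parted UUO from CL libraries. On the second, with 9.46%, Acot12−/− CL replicate 2 (52.3) lay apart from replicates 1 (−22.2) and 3 (−33.0). Acot12 (chromosome 13, 91741512 to 91786148 in GRCm38, plus strand, 15 exons) had 73.8, 52.7 and 78.1 FPKM in Acot12+/+ CL and 9.98, 16.7 and 21.2 in Acot12+/+ UUO kidneys. In Acot12−/− kidneys, in which an RNA-guided endonuclease mutated the gene, it had 9.15, 9.01 and 6.80 FPKM in CL and 3.28, 1.80 and 3.86 in UUO. Each Acot12−/− library lay below each Acot12+/+ library of the same side. In Acot12+/+ kidneys 6290 genes were called between UUO and CL, 3129 higher and 3161 lower after UUO (7210 at an unadjusted p under 0.05). The alternative that moved this count most, which also asked for a fold change of at least 2, left 2634 (1157 higher, 1477 lower). With every library scaled to the same total FPKM, which raised the median of all genes by 0.52 on the log2 scale, 8020 were called and 15.9% of them were lower. The largest rises on the log2 scale were those of Havcr1 (7.33), C3 (6.10), Sprr2f and Aoc1 (5.79). The largest falls were those of Pvalb (−6.79), Calb1 (−5.58), S100g (−5.57) and Egf (−4.85). Sprr2f is listed at 0 in 1 Acot12+/+ CL library and has 1.31 and 0.179 FPKM in the others.

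**Figure D1:**
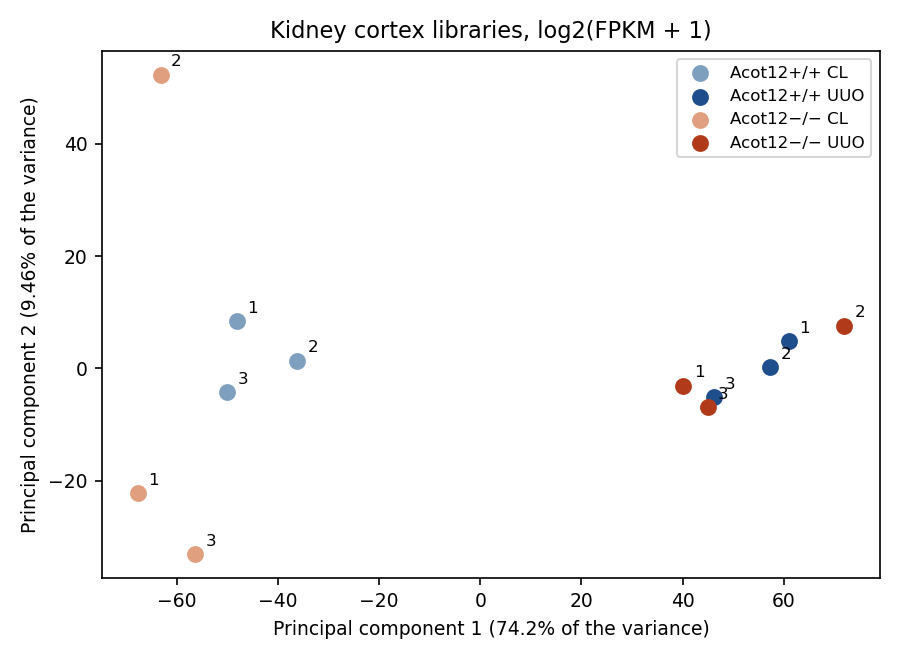
Principal components of log2(FPKM + 1) over the 13243 genes tested. Each point is 1 library; colour gives genotype and kidney.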

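Lists of genes of FA metabolism and acyl-CoA metabolism were written from general knowledge of these pathways, because the DAVID terms themselves were not at hand. They share members. Of 74 genes in the FA list 73 were tested in Acot12+/+ kidneys. Their median log2 fold change from CL to UUO was −1.64, 68 of 73 were lower after UUO, and 61 were called lower (62 with p adjusted over the list alone). Of 48 genes in the acyl-CoA list 47 were tested, with a median of −1.64 as well; 43 of 47 were lower, and 39 were called lower (39 over the list alone). For both lists the mean of every Acot12+/+ UUO library lay below that of every Acot12+/+ CL library. Tested with camera at a preset correlation of 0.01 between genes, the lists fell against all other genes with an adjusted p of 1.55e-16 and 3.83e-13. Both calls held under fry (adjusted p 0.00045 and 0.00027) and neither held with the correlation estimated from the data (0.324 for each). Over every alternative the adjusted p ran from 1.01e-26 to 0.324 for the FA list and from 7.18e-20 to 0.324 for the acyl-CoA list. Scaling to equal totals moved the medians most, to −1.04 for both lists, which is −1.56 relative to the median of all genes under that scaling. Leaving out each library in turn kept both calls, with medians from −1.74 to −1.51 and from −1.69 to −1.52.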

Gene Ontology analysis revealed that three metabolic processes, the FA metabolic process (*n* = 26), lipid metabolic process (*n* = 44) and acyl-CoA metabolic process (*n* = 12), were significantly altered in UUO kidneys compared with control kidneys (Supplementary Fig. 1c). Moreover, acyl-CoA synthetase medium-chain family members (*Acsm*) 1/2/3/5, *Acot 11/12*, enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase (*Ehhadh*) were common genes in all three groups. 

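All of these 7 genes were called lower in Acot12+/+ UUO than in Acot12+/+ CL kidneys, and for each gene every UUO library lay below every CL library. Acsm3 fell most, from 505 ± 186 to 35.4 ± 31.5 FPKM (mean ± SD, n = 3 per group; log2 fold change −4.06, SE 0.66, adjusted p 0.000398). Acsm2 went from 770 ± 151 to 112 ± 57.2 FPKM (−2.87) and Ehhadh from 309 ± 45.5 to 42.0 ± 23.6 (−2.98). Acsm1 went from 86.7 ± 9.98 to 18.2 ± 6.13 (−2.23), Acsm5 from 30.1 ± 5.16 to 5.89 ± 1.73 (−2.19), and Acot12 from 68.2 ± 13.6 to 16.0 ± 5.67 (−2.07, SE 0.28, adjusted p 0.000108). Acot11 fell least, from a mean of 17.7 to 4.65 FPKM (−1.74, SE 0.33, adjusted p 0.00112). In fits that each left out a library the log2 fold change ran from −4.73 to −3.59 for Acsm3, from −2.29 to −1.78 for Acot12 and from −1.90 to −1.61 for Acot11, and no call was lost. The 4 Acsm genes lie side by side on chromosome 7 between 119519463 and 119787513, and reads that fit several of these paralogs may have been shared among them in the FPKM values. In Acot12−/− kidneys the 7 genes were called lower after UUO as well, with log2 fold changes from −4.27 (Acsm3) to −1.25 (Acot12). The change of Acot12 with UUO did not differ between the genotypes by the interaction test (0.81, SE 0.39, adjusted p 0.505). From the overlap of its enriched processes and a STRING network of these genes, the paper proposes that ACOT12 is a key player in lipid accumulation and fibrosis after UUO (Supplementary Fig. 1d).

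**Figure D2:**
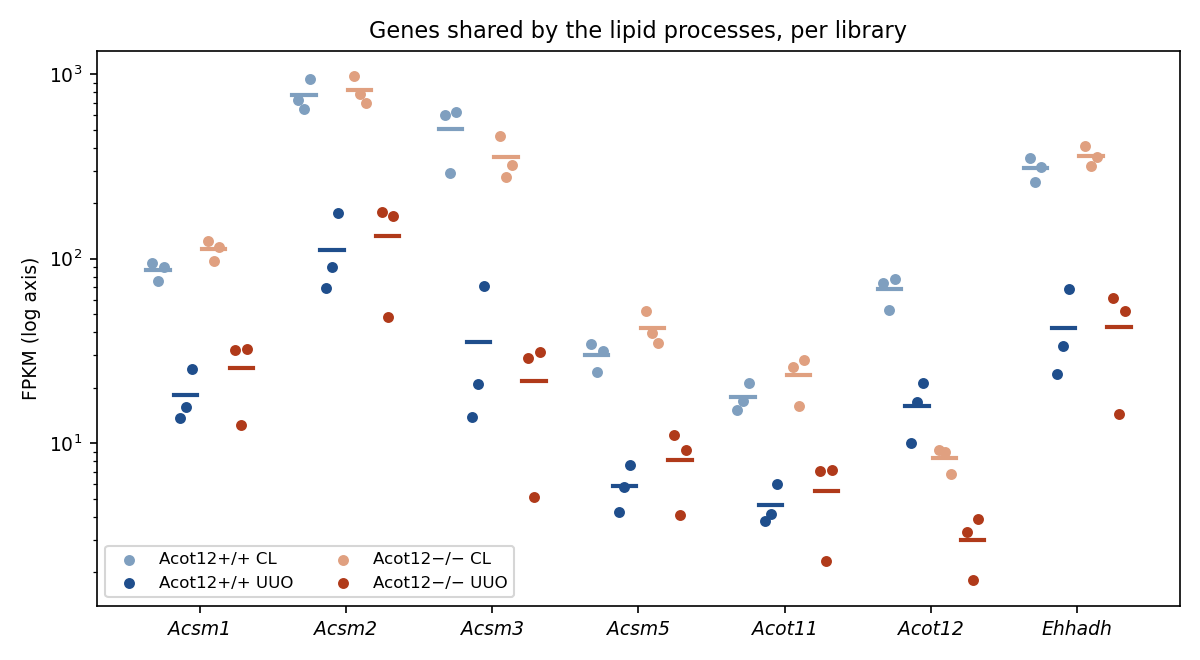
FPKM of the 7 genes, on a log axis. Points are libraries and bars are group means; CL, contralateral kidney.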

Acyl-CoA synthetase medium-chain (ACSM)s generate acyl-CoA from free FAs and CoA, whereas ACOTs hydrolyze acyl-CoA to FAs and CoA. EHHADH is a peroxisomal β-oxidation enzyme. The protein–protein interaction network constructed via the STRING database suggested that ACOT12 is a key player in lipid accumulation and fibrosis (Supplementary Fig. 1d). The transcriptional and translational levels of ACOT12 were significantly lower in UUO kidneys than in control kidneys (Supplementary Fig. 1e). Furthermore, losartan treatment was associated with an increase in ACOT12 expression, which correlated with reduced kidney injury (Supplementary Fig. 1f). This observation is consistent with various models, including diabetes (GSE246576), an adenine-rich diet (GSE150641) and folic acid exposure (GSE222570), all of which are associated with decreased levels of ACOT12 expression (Fig. 1a). The adenine-rich diet models revealed common lipid-related pathways that matched those found in our UUO mRNA sequencing data, highlighting the consistent enrichment of signaling pathways across these various conditions (Fig. 1b). Diminished expression of ACOT12 in kidneys subjected to an adenine-rich diet was further confirmed through immunohistochemistry (Fig. 1c). In human kidney biopsies, we noted a significant reduction in ACOT12 compared with that in normal kidneys (Fig. 1d). In silico analysis using Gene Expression Omnibus (GEO) (GSE7869) confirmed that ACOT12 expression was lower in patients with autosomal dominant polycystic kidney disease (ADPKD) than in normal patients (Fig. 1e). Analysis of the tubulointerstitial transcriptome from European Renal cDNA Bank (ERCB) patients with CKD identified in the NephroSeq v5 online database revealed a significant positive correlation between ACOT12 and the estimated glomerular filtration rate (eGFR). Consistent with these findings, we also observed a significant decrease in ACOT12 in UUO kidneys compared with that in contralateral kidneys (Fig. 1f). A negative correlation between PLIN2 expression/fibrosis and ACOT12 expression was observed not only via immunohistochemistry images, but also via Pearson correlation analysis of those images (Fig. 1g).

**Fig. 1:**
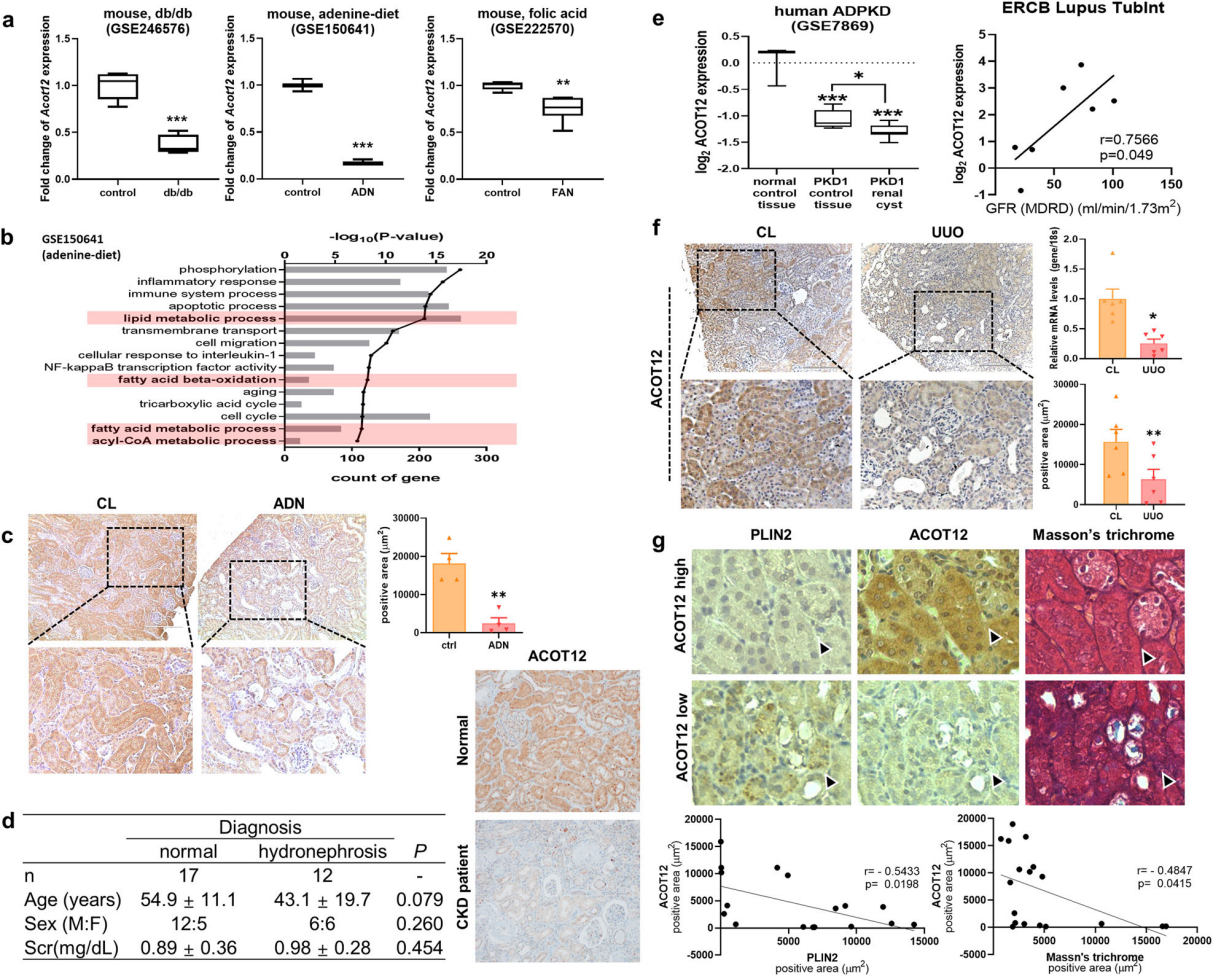
The expression level of Acot12 in a CKD model. **a** In silico analysis of *Acot12* expression levels in GSE246576 (db/db mice), GSE150641 (adenine diet-fed mice; ADN, adenine diet-induced nephropathy) and GSE222570 (folic acid-injected mice; FAN, folic acid-induced nephropathy). **b** Gene Ontology enrichment analysis of differentially expressed genes in the GSE150641 dataset (adenine diet-induced CKD mice). **c** Immunohistochemical staining of ACOT12 in adenine diet-fed control (CL) and UUO kidneys. **d** Characteristics of patients who were diagnosed with chronic kidney obstruction. Immunohistochemical staining of ACOT12 in kidney fibrosis samples from patients. **e** In silico analysis of *Acot12* expression levels in the GSE7869 dataset (human ADPKD, autosomal dominant polycystic kidney disease) and the correlation between Acot12 expression and the glomerular filtration rate calculated using the modification of diet in renal disease (MDRD) equation in the tubulointerstitium of ERCB lupus patients. The positive area was determined and is represented in a bar graph. Scale bar, 200 μm (*n* = 4). **f** Immunohistochemical staining and mRNA expression levels of ACOT12 in UUO kidneys (*n* = 6). The area positive for ACOT12 immunostaining was determined and is represented in a bar graph. Scale bar, 200 μm. The expression level of *Acot12* in UUO mice was analyzed by RT‒PCR (*n* = 6). **g** Representative images of PLIN2 and ACOT12 immunostaining and Masson’s trichrome staining according to the intensity of ACOT12 staining. Pearson correlations between the positive areas of ACOT12 and PLIN2 staining or Masson’s trichrome staining are shown. **P < 0.01 and ***P < 0.001.

### *Acot12*^*−/−*^ mice develop age-related renal fibrosis

Here, we observed an age-dependent loss of ACOT12 expression in the renal tubules (Fig. 2a). In the kidneys of 20-month-old *Acot12*^*+/+*^ mice, the expression level of ACOT12 dramatically decreased, with increased kidney dysfunction and injury observed via plasma cystatin C and NGAL analysis (Fig. 2b). *Acot12* KO (*Acot12*^*−/−*^) mice previously generated via RGEN-induced mutation of the *Acot12* gene (Supplementary Fig. 2) were used to understand the role of ACOT12 in kidney disease pathogenesis. In 20-month-old *Acot12*^*−/−*^ mice, the average kidney size was markedly larger than that in *Acot12*^*+/+*^ mice (Fig. 2c and Supplementary Fig. 3a). Significant increases in three types of kidney dysfunction and injury markers in the plasma, namely, BUN, cystatin C and NGAL, were also observed (Fig. 2d). Masson’s trichrome staining revealed a significant increase in the number of polycysts in the kidneys of 20-month-old *Acot12*^*−/−*^ mice compared with *Acot12*^*+/+*^ mice (Fig. 2e). Age-dependent increases in kidney fibrosis (Fig. 2e and Supplementary Fig. 3b) were observed, with the most significant increase observed in 20-month-old *Acot12*^*−/−*^ kidneys. Significant lipid accumulation was observed in the kidneys of 6- and 12-month-old *Acot12*^*−/−*^ mice compared with those of *Acot12*^*+/+*^ mice (Fig. 2f). This early lipid deposition suggests that dysregulated lipid metabolism due to ACOT12 deficiency may contribute to the initiation and progression of kidney fibrosis, highlighting the role of lipid accumulation as an early pathogenic event in kidney disease.

**Fig. 2:**
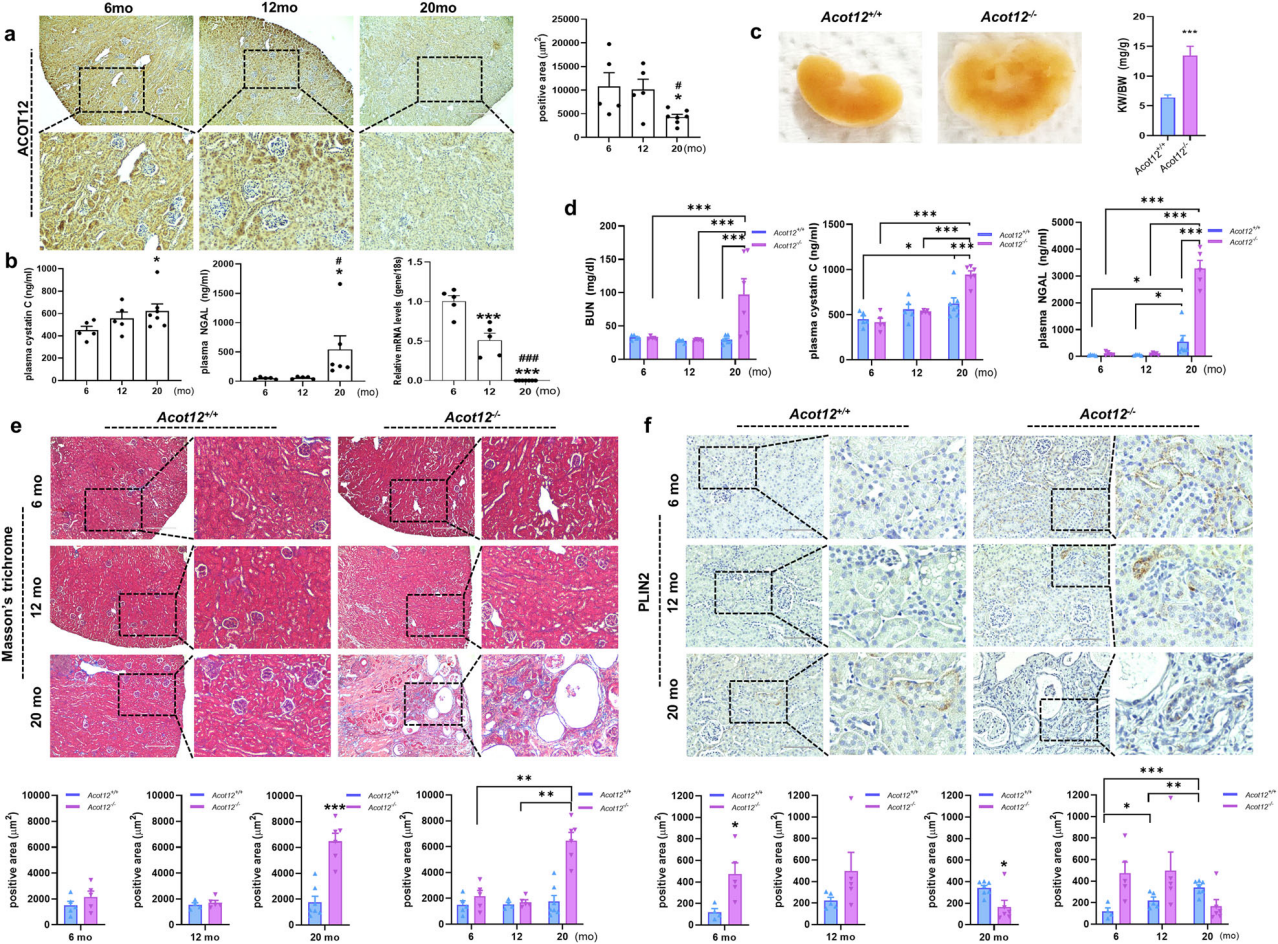
Association of ACOT12 deficiency with aging-dependent loss of kidney function. **a** Immunohistochemical staining and mRNA expression levels of Acot12 in 6-, 12- and 20-month-old kidneys (*n* = 5–7 in each group). 6 mo, 6-month-old; 12 mo, 12-month-old; 20 mo, 20-month-old. Scale bar, 400 μm. **b** Plasma levels of cystatin C and NGAL in 6-, 12- and 20-month-old ACOT12 mice (*n* = 5‒7 per group). **c** Representative kidney and KW to BW ratios of 20-month-old *Acot12*^*+/+*^ or *Acot12*^*−/−*^ mice. **d** The plasma levels of urea nitrogen, cystatin C and NGAL in 6-, 12- and 20-month-old *Acot12*^*+/+*^ and *Acot12*^*−/−*^ mice were analyzed (*n* = 5‒7 per group). **e** Masson’s trichrome staining of 6-, 12- and 20-month-old *Acot12*^*+/+*^ and *Acot12*^*−/−*^kidneys. The positive area was determined and the data are presented as a bar graph. Scale bar, 200 μm. **f** Immunohistochemical staining of PLIN2 in 6-, 12- and 20-month-old *Acot12*^*+/+*^ and *Acot12*^*−/−*^ mice. The positive area was determined and the data are presented as a bar graph. Scale bar, 100 μm. *P < 0.05, **P < 0.01, ***P < 0.001 and ^#^*P* < 0.05 per 12-month-old kidney.

### ACOT12 restoration attenuates lipid accumulation and kidney fibrosis

To fully understand the role of ACOT12 in the pathogenesis of kidney disease, *Acot12*^*−/−*^ mice subjected to UUO surgery were used. The kidney weight to body weight ratio (KW/BW) was significantly lower in *Acot12*^*−/−*^ kidneys than in *Acot12*^*+/+*^ kidneys (Fig. 3a). Kidney fibrotic lesions, as assessed by Masson’s trichrome and type I collagen staining, were significantly greater in *Acot12*^*−/−*^ kidneys than in *Acot12*^*+/+*^ kidneys (Fig. 3b). The expression levels of genes associated with inflammation, such as *Mcp1*, or fibrosis, such as *Tgfβ, Col1a1* and *αsma*, were increased in *Acot12*^*−/−*^ kidneys, with the most significant increase observed in UUO-induced *Acot12*^*−/−*^ kidneys (Fig. 3c). The expression levels of genes involved in lipid synthesis, such as *Acly, Acaca, Fasn* and *Scd1*, were also increased in *Acot12*^*−/−*^ kidneys and UUO-induced *Acot12*^*−/−*^ kidneys (Fig. 3d). However, PLIN2 staining revealed no difference in lipid accumulation between *Acot12*^*−/−*^ and *Acot12*^*+/+*^ kidneys.

**Fig. 3:**
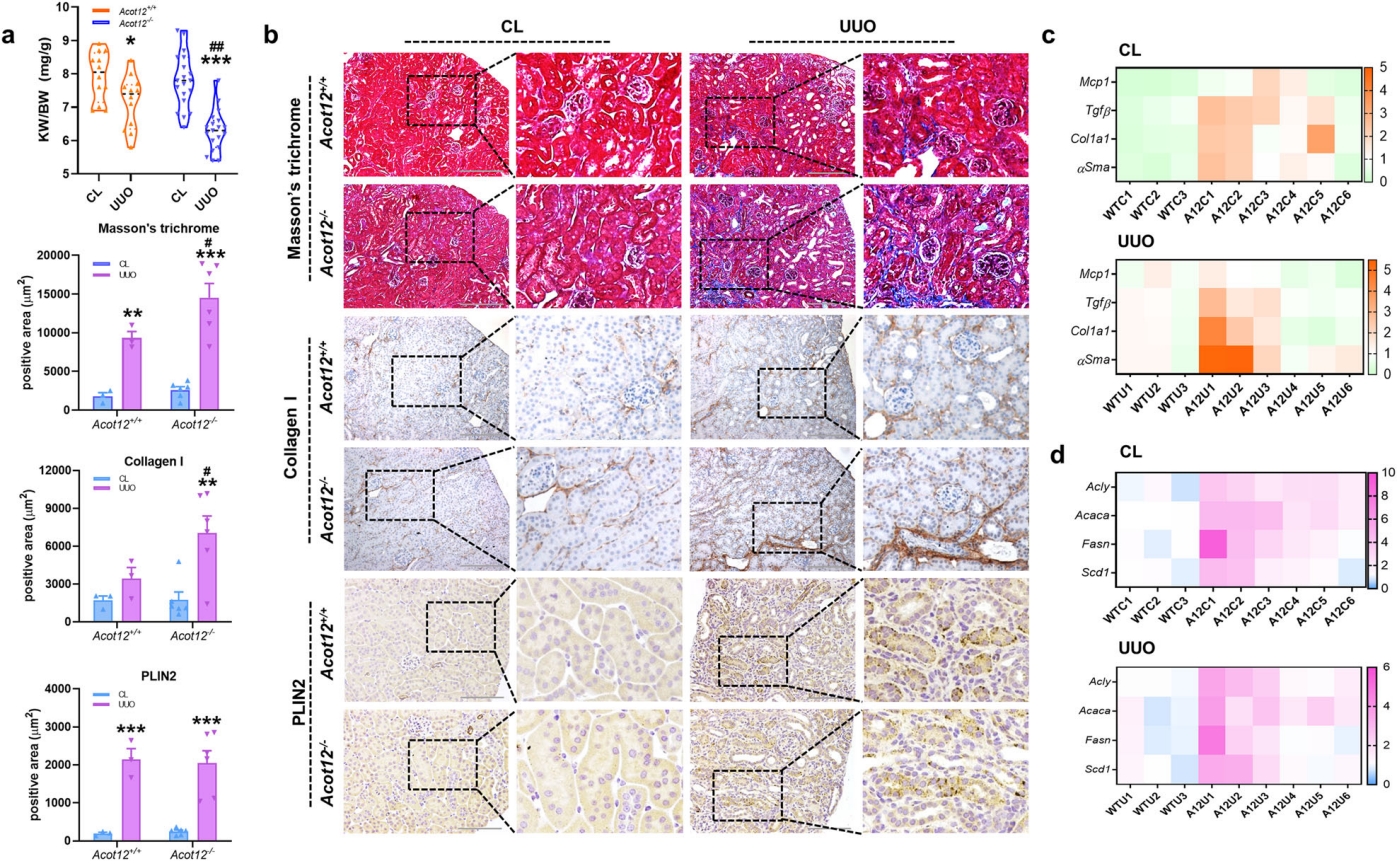
ACOT12 deficiency exacerbates lipid accumulation and kidney fibrosis. **a** The KW to BW ratio in UUO-induced *Acot12*^*+/+*^ and *Acot12*^*−/−*^ mice (*n* = 12–19 per group). **b** Masson’s trichrome and immunohistochemical staining of collagen I and PLIN2 in *Acot12*^*+/+*^ UUO kidneys and UUO *Acot12*^*−/−*^ UUO kidneys (*n* = 3‒6 per group). The positive area was determined and the data are presented as a bar graph. Scale bar for images of Masson’s trichrome staining, 200 μm. Scale bar for images of PLIN2 staining, 100 μm. **c** The expression levels of inflammatory (*Mcp1* and *Tgfβ*) and fibrotic (*Col1a1* and *αSma*) genes in *Acot12*^*+/+*^ UUO kidneys and *Acot12*^*−/−*^ UUO kidneys were analyzed by RT‒PCR and are presented as a heat map (*n* = 3–6 per group). WTC, wild-type control; WTU, wild-type UUO; ATC, *Acot12*^-/-^ control; ATU, *Acot12*^-/-^ UUO. **d** The expression levels of lipid synthesis genes (*Acly*, *Acaca*, *Fasn* and *Scd1*) in *Acot12*^*+/+*^ and *Acot12*^*−/−*^ UUO kidneys were analyzed via RT‒PCR and are represented as heat maps (*n* = 3‒6 per group). *P < 0.05, **P < 0.01 and ***P < 0.001 per CL. ^#^*P* < 0.05, ^##^*P* < 0.01 and ^###^*P* < 0.001 per *Acot12*^*+/+*^ UUO.

Restoration of ACOT12 expression using a lentivirus (*LV-Acot12*) via parenchymal injection decreased kidney fibrosis and lipid accumulation (Fig. 4a and Supplementary Fig. 4a) as well as the expression levels of fibrosis-related genes by day 7 post-UUO (Fig. 4b). Additionally, on day 3 post-UUO, kidney fibrosis was reduced and ACOT12 was restored (Supplementary Fig. 4b,c). We also delivered *Acot12* via a chitosan patch. To prepare the DNA-loaded adhesive patches, CHI–DHCA was first synthesized via standard carbodiimide chemistry. As shown in Fig. 4c, the primary amines of chitosan could react with the carboxylic acid groups of DHCA, resulting in the synthesis of CHI–DHCA. The DHCA conjugation of CHI–DHCA was confirmed by UV‒Vis spectroscopy. As previously reported, the catechol groups of DHCA exhibit an absorption maximum at a wavelength of 280 nm (ref. ^25^). The typical absorption of catechol groups at 280 nm was detected in both DHCA and CHI–DHCA (Fig. 4d). The degree of catechol substitution of CHI–DHCA was 8.7%. Next, the CHI–DHCA patches were prepared via a simple freeze-drying method. CHI–DHCA was subsequently dissolved in ddH_2_O and freeze dried. Uniform sponge-like structures were found in the CHI–DHCA patches (Fig. 4e). The application of the chitosan patch with the *Acot12* expression vector (patch-ACOT12) to the kidney significantly reduced kidney fibrosis (Fig. 4f and Supplementary Fig. 4d,e). Furthermore, the levels of inflammatory and fibrotic genes were also simultaneously lower in UUO kidneys attached with patch-ACOT12 than in control kidneys (patch-control) (Fig. 4g).

**Fig. 4:**
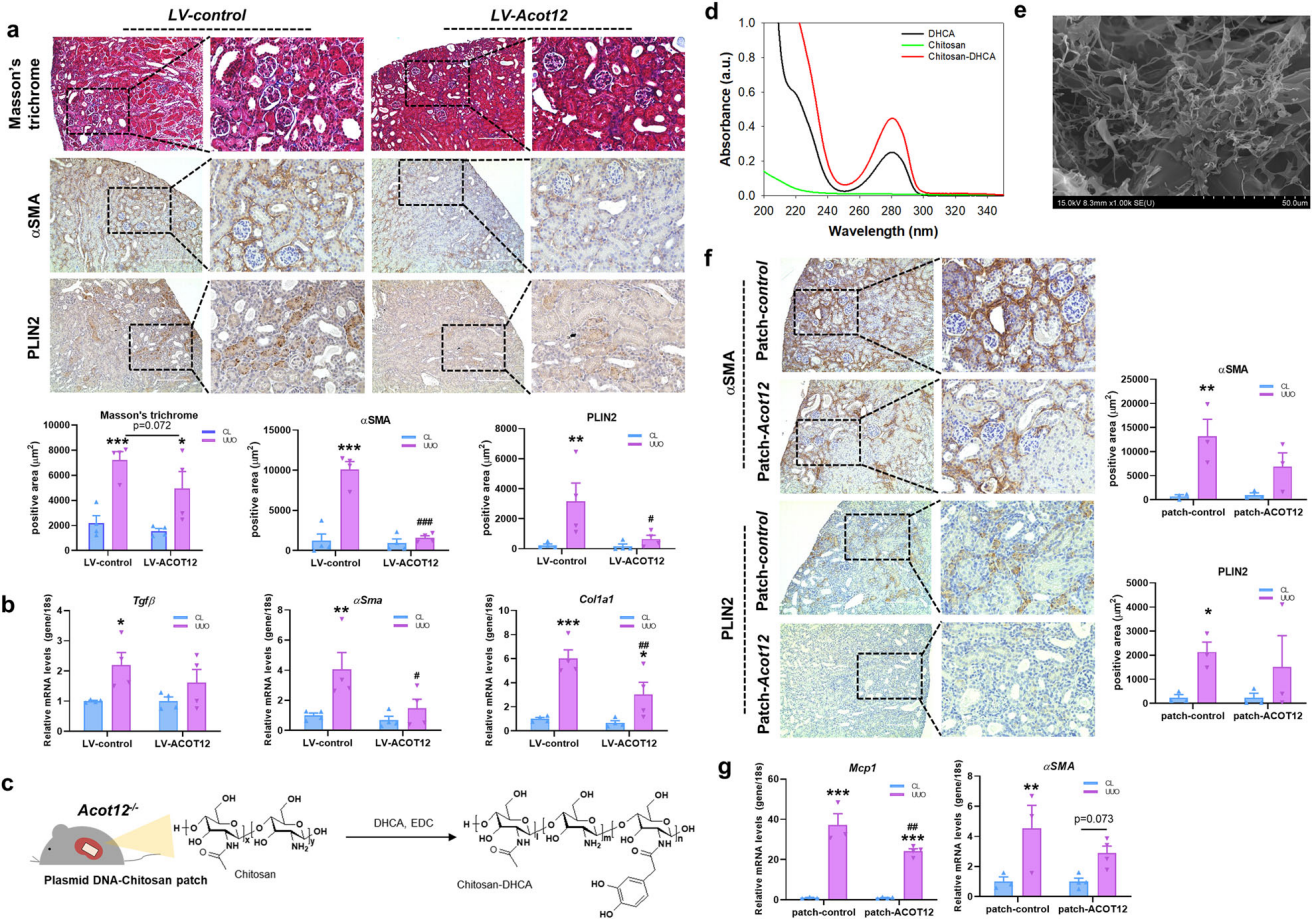
Restoration of ACOT12 ameliorates lipid accumulation and kidney fibrosis in *Acot12*^*−/−*^ UUO kidneys. **a** Masson’s trichrome and immunohistochemical staining of αSMA and PLIN2 in *Acot12*^*−/−*^ UUO kidneys with or without parenchymal injection of lentivirus containing the *Acot12* construct (LV*-Acot12*) (*n* = 4 per group). A control lentivirus (LV*-control*) was used as a negative control. The positive area was determined and the data are presented as a bar graph. Scale bar, 200 μm. **b** The expression levels of fibrotic genes in *Acot12*^*−/−*^ UUO kidneys with or without parenchymal injection of LV*-Acot12* (*n* = 4 per group). **c** Synthesis and chemical structure of CHI–DHCA. **d** UV‒Vis spectra of the DHCA monomer, chitosan and CHI–DHCA. **e** Scanning electron microscope image of the CHI–DHCA patch. **f** Immunohistochemical staining of αSMA and PLIN2 in *Acot12*^*−/−*^ UUO kidneys with or without a chitosan patch conjugated with the *Acot12* expression vector (*n* = 3 per group). The positive area was determined and is represented in a bar graph. Scale bar, 200 μm. **g** The expression levels of fibrotic and inflammatory genes in *Acot12*^*−/−*^ UUO kidneys with or without chitosan patch-conjugation with the *Acot12* expression vector (*n* = 3 per group). *P < 0.05, **P < 0.01 and ***P < 0.001 per control CL. ^#^*P* < 0.05, ^##^*P* < 0.01 and ^###^*P* < 0.001 per control UUO.

### ACOT12 deficiency exacerbates kidney fibrosis independently of PPARα

Previous research has demonstrated that PPAR plays a key role in protecting the kidney from CKD as well as acute injury^5^. 

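Between Acot12−/− UUO and Acot12+/+ UUO kidneys (3 libraries each) 2 of the 13243 genes tested were called, and both were lower in Acot12−/−; 312 genes had an unadjusted p under 0.05. Acot12 was lower by a log2 fold change of −2.07 (SE 0.28, adjusted p 0.0459). Slc4a11 had 22.6 ± 1.61 FPKM in Acot12+/+ UUO and 7.75 ± 1.57 in Acot12−/− UUO (−1.44, SE 0.18, adjusted p 0.0459), with no overlap between the libraries of the groups for either gene. Over the alternatives the adjusted p ran from 0.0159 to 0.355 for Acot12 and from 0.0159 to 0.311 for Slc4a11. With a pseudocount of 0.1 neither was called (0 genes, 246 at an unadjusted p under 0.05). Neither was called with a replicate block (adjusted p 0.126 for each) or without a filter on low values (0.103). In this comparison the block joins kidneys of different mice that share only a replicate number, so it does not model pairing. The calls were also lost in a fit of only the groups compared (0.355 for Acot12, 0.215 for Slc4a11). They were lost as well with genes kept that are listed at 0 beside at least 10 FPKM (0.0536 for each). Each call was lost in 5 of the 6 fits that left out a UUO library: Acot12 stayed called without Acot12+/+ UUO replicate 1 (adjusted p 0.0251) and Slc4a11 without Acot12−/− UUO replicate 2 (0.0391). A list of PPAR pathway genes was written from general knowledge, and 60 of its 77 genes were tested. No gene of it was called, none with p adjusted over the list alone, and 6 had an unadjusted p under 0.05, 5 of them higher in Acot12−/− UUO. The median log2 fold change was 0.13, with 38 of 60 genes higher in Acot12−/− UUO and 2 of 3 Acot12−/− UUO libraries above the Acot12+/+ UUO mean. The test with camera gave an adjusted p of 0.00582, which held neither under fry (0.545) nor with estimated correlation (0.397); over the alternatives it ran from 1.63e-09 to 0.545, leaving aside Fisher's test on called genes, which has no called gene in the list. The camera call was lost in 3 of the 6 fits that left out a UUO library. The median fell to 0.01 (adjusted p 0.515) without Acot12−/− UUO replicate 3 and rose to 0.27 without Acot12−/− UUO replicate 2. Scaling to equal totals shifted the median of all genes by −0.13, and the list median became −0.0026, which is 0.13 relative to that shift. Ppara itself had 5.76 FPKM in Acot12+/+ UUO and 4.68 in Acot12−/− UUO (−0.23, adjusted p 1.00). From CL to UUO the list fell in both genotypes, by a median of −0.87 in Acot12+/+ and −0.94 in Acot12−/− kidneys.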

As shown in Fig. 5a, the PPAR pathway emerged as a critical biological pathway that was significantly altered in the pathogenesis of kidney fibrosis. Notably, ACOT12 expression seems to be regulated by PPARα due to the presence of a predicted PPAR-binding motif. To further test whether the activation of PPARα could overcome kidney fibrosis induced by ACOT12 deficiency, fenofibrate, a known PPARα agonist, was used. In UUO-induced *Acot12*^*+/+*^ mice, fenofibrate treatment significantly reduced lipid accumulation and kidney fibrosis and increased ACOT12 expression (Fig. 5b). However, fenofibrate treatment did not restore kidney fibrosis in UUO-induced *Acot12*^*−/−*^ mice, although fenofibrate activated PPARα (Fig. 5c and Supplementary Fig. 5a). Consistent with this finding, a significant decrease in plasma NGAL levels was observed in the fenofibrate-treated *Acot12*^*+/+*^ mice, whereas plasma NGAL levels were not altered in the fenofibrate-treated *Acot12*^*−/−*^ mice (Fig. 5d). These data suggest that kidney fibrosis induced by ACOT12 deficiency is caused by a signaling pathway independent of PPARα signaling. To verify this, we used *Pparα*^*−/−*^ mice to generate *Acot12* and *Pparα* double-KO (*Acot12*^*−/−*^ *Pparα*^*−/−*^) mice (Supplementary Fig. 2). Lentiviral introduction of ACOT12 into UUO-induced *Pparα*^*−/−*^ mice via parenchymal injection significantly reduced lipid accumulation and kidney fibrosis (Fig. 6a), as did the expression levels of fibrosis genes (Fig. 6b). Moreover, the restoration of ACOT12 in *Acot12*^*−/−*^ *Pparα*^*−/−*^ mice significantly reduced lipid accumulation and kidney fibrosis (Fig. 6c). Surprisingly, however, restoring PPARα in *Acot12*^*−/−*^ *Pparα*^*−/−*^ mice exacerbated lipid accumulation and kidney fibrosis.

**Fig. 5:**
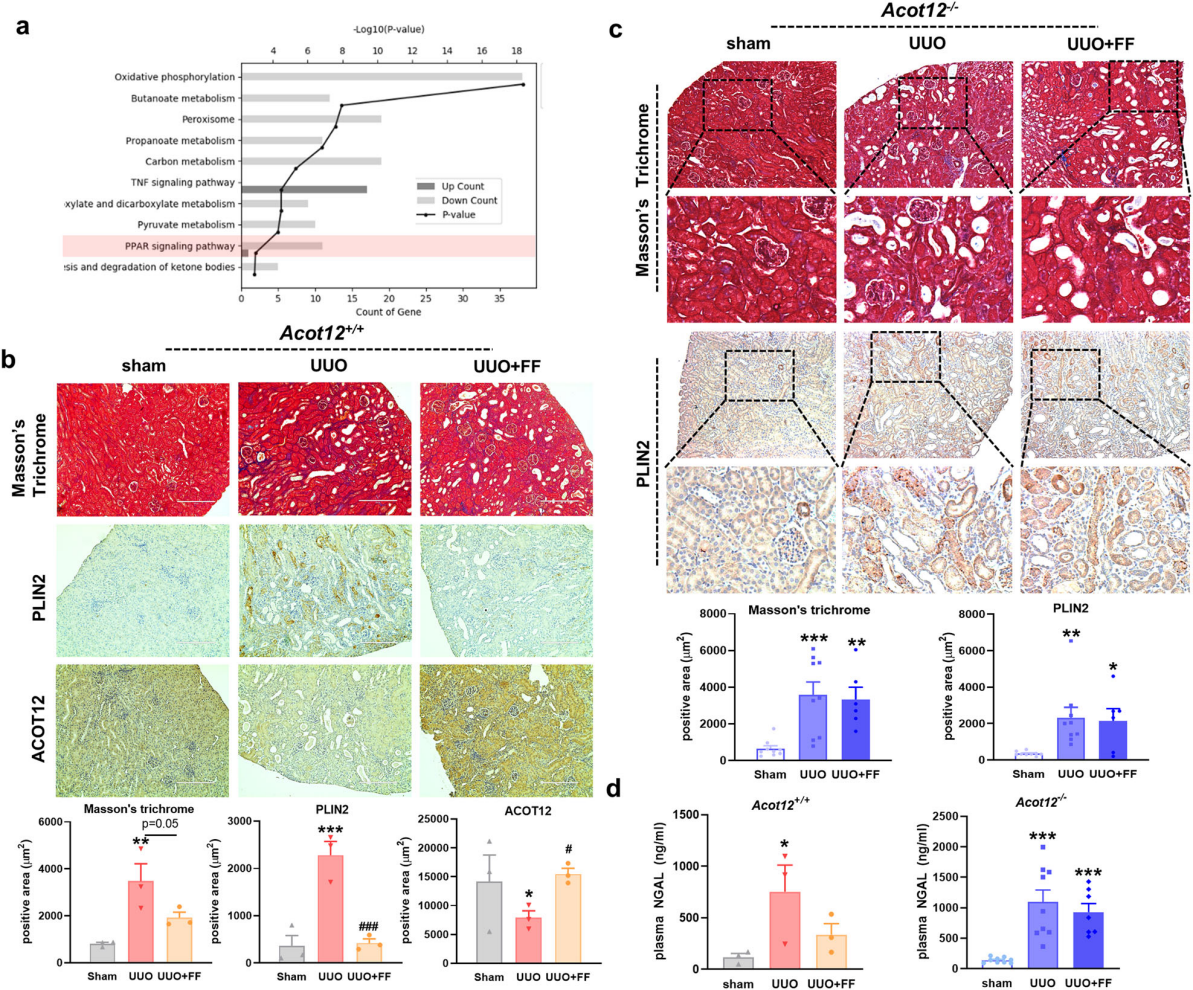
ACOT12 deficiency may stimulate kidney fibrosis independently of PPARα. **a** Gene Ontology enrichment analysis of differentially expressed genes in *Acot12*^*−/−*^ UUO kidneys compared to *Acot12*^+/+^ UUO kidneys. **b** Masson’s trichrome and immunohistochemical staining of PLIN2 and ACOT12 in *Acot12*^*+/+*^ UUO kidneys with or without oral administration of fenofibrate (FF) (*n* = 3 per group). The positive area was determined and the data are presented as a bar graph. Scale bar, 200 μm. **c** Masson’s trichrome and immunohistochemical staining of PLIN2 in *Acot12*^*−/−*^ UUO kidneys with or without oral administration of fenofibrate (*n* = 6‒9 per group). The positive area was determined and the data are presented as a bar graph. Scale bar, 200 μm. **d** Plasma NGAL levels in *Acot12*^*+/+*^ and *Acot12*^*−/−*^ UUO kidneys with or without oral administration of fenofibrate (*n* = 3–9 per group). *P < 0.05, **P < 0.01 and ***P < 0.001 per sham. ^#^*P* < 0.05 and ^###^*P* < 0.001 per UUO.

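Of the other pathways in Fig. 5a, oxidative phosphorylation, peroxisome and TNF signaling were tested with lists written from general knowledge, of which 74 of 74, 74 of 80 and 68 of 76 genes were tested. None of their genes was called between Acot12−/− UUO and Acot12+/+ UUO kidneys, with p adjusted over all genes or over each list alone; 0, 2 and 5 genes had an unadjusted p under 0.05. Oxidative phosphorylation had a median log2 fold change of 0.25 in Acot12−/− against Acot12+/+ UUO, with 72 of 74 genes higher (camera adjusted p 1.64e-12). The peroxisome list had 0.08, with 57 of 74 higher (0.00595), and the TNF list −0.08, with 47 of 68 lower (0.00595). In each list 2 of 3 Acot12−/− UUO libraries lay on that side of the Acot12+/+ UUO mean. No camera call held under fry (0.523, 0.546 and 0.523) or with estimated correlation (0.324, 0.467 and 0.324). Over the alternatives other than Fisher's test, which had no called gene to test, the adjusted p ran from 5.29e-30 to 0.523, from 1.45e-11 to 0.785 and from 2.34e-05 to 0.523. Leaving out a library moved the median of oxidative phosphorylation from 0.07 (without Acot12−/− UUO replicate 3) to 0.48 (without Acot12−/− UUO replicate 2). It moved peroxisome from −0.01 (without Acot12−/− UUO replicate 1, adjusted p 0.785) to 0.25 (without Acot12−/− UUO replicate 2), and TNF from −0.13 (without Acot12−/− UUO replicate 2) to −0.05 (without Acot12−/− UUO replicate 3). The peroxisome and TNF calls were each lost without Acot12+/+ UUO replicate 1, Acot12−/− UUO replicate 1 or Acot12−/− UUO replicate 3. Scaled to equal totals the peroxisome median was −0.07, or 0.06 relative to all genes, and relative to the same shift oxidative phosphorylation had 0.23 and TNF −0.09. From CL to UUO the medians in Acot12+/+ and Acot12−/− kidneys were −1.67 and −1.41 for oxidative phosphorylation, −1.24 and −1.25 for peroxisome, and 1.07 and 1.35 for TNF. The paper takes the PPAR pathway from Fig. 5a to a test with the PPARα agonist fenofibrate in other mice. From the fibrosis that remained in treated Acot12−/− mice it proposes a pathway that does not depend on PPARα. It then tests this in Pparα−/− mice and in mice that lack both genes. Giving ACOT12 lowered fibrosis in either, whereas restoring PPARα in mice lacking both genes made it worse.

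**Figure D3:**
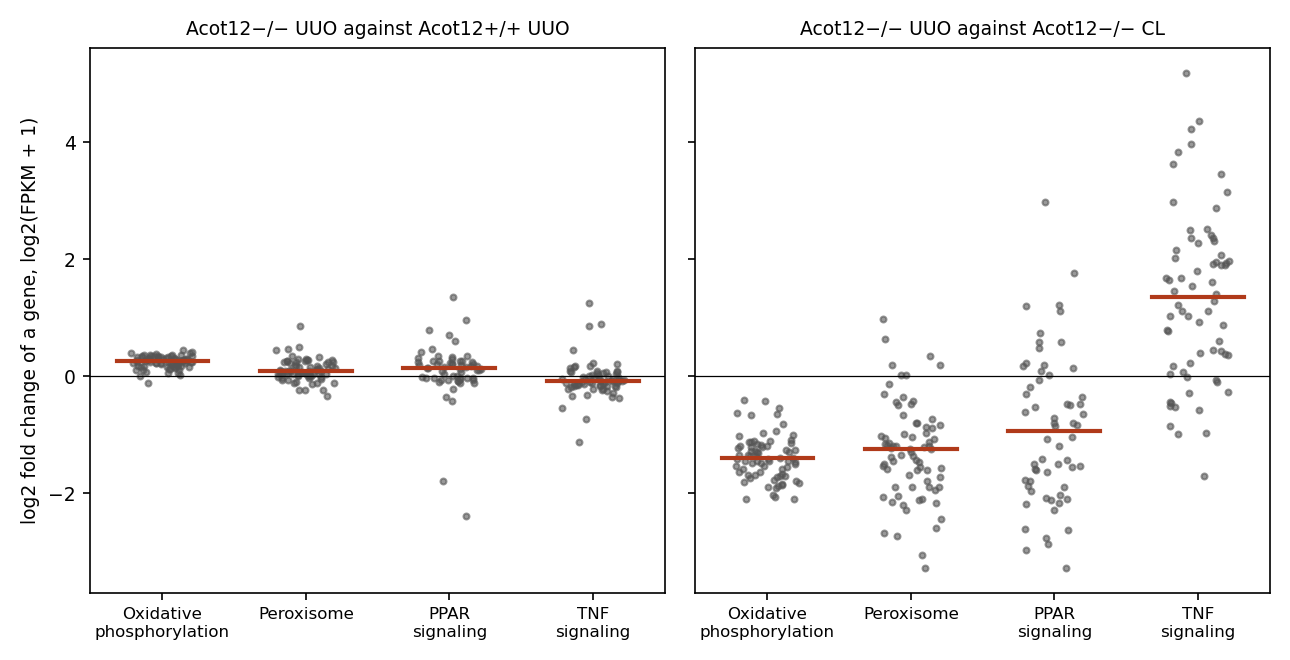
Log2 fold change of each gene of the pathway lists between Acot12−/− UUO and Acot12+/+ UUO (left) and between Acot12−/− UUO and Acot12−/− CL kidneys (right). Each point is 1 gene and the red line is the median.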

**Fig. 6:**
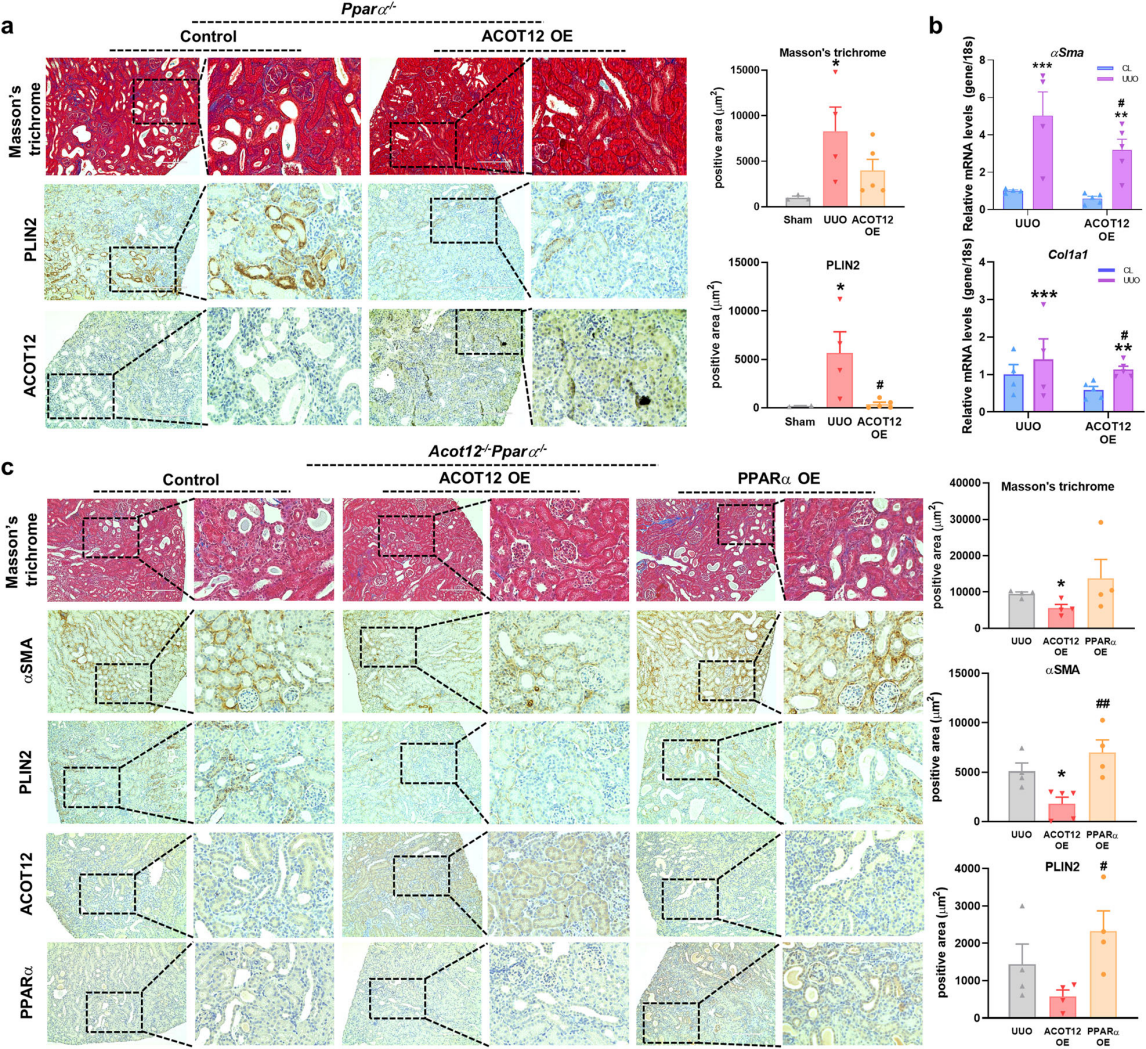
Restoration of Acot12 into *Acot12*^*−/−*^*Pparα*^*−/−*^ kidneys reduces kidney fibrosis but restoration of PPARα does not. **a** Masson’s trichrome and immunohistochemical staining of PLIN2 and ACOT12 in *Pparα*^*−/−*^ UUO kidneys with or without ACOT12 overexpression (ACOT12OE) (*n* = 3–5 per group). The positive area was determined and the data are presented as a bar graph. Scale bar, 200 μm. **b** The expression levels of fibrotic genes in *Pparα*^*−/−*^ UUO kidneys with or without ACOT12 introduction were analyzed by RT‒PCR (*n* = 3‒5 per group). **c** Masson’s trichrome and immunohistochemical staining of αSMA, PLIN2, ACOT12 and PPARα in *Acot12*^*−/−*^*Pparα*^*−/−*^ UUO kidneys without or with ACOT12 or PPARα overexpression (*n* = 4 per group). The positive area was determined and the data are presented as a bar graph. Scale bar, 200 μm. *P < 0.05, **P < 0.01 and ***P < 0.001 per sham or control CL. ^#^*P* < 0.05 and ^##^*P* < 0.01 per control or ACOT12OE UUO.

### ACOT12 deficiency inhibits pexophagy via the downregulation of ACBD5

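In Acot12−/− kidneys 7114 of the 13243 genes tested were called between UUO and CL, 3518 higher and 3596 lower after UUO (7805 at an unadjusted p under 0.05). Scaled to equal totals 7593 were called, of which 22.9% were lower, with the median of all genes up by 0.40. The largest rises were those of Havcr1 (7.24), Aoc1 (5.72) and Lcn2 (5.50), and of Sprr2f, which is listed at 0 in all 3 Acot12−/− CL libraries and reached 89.9, 177 and 88.4 FPKM in UUO. The largest falls were those of Pvalb (−5.86), Calb1 (−4.57), Egf (−4.40) and Acsm3 (−4.27). Of all genes called, 5360 were called in both genotypes, 1754 in Acot12−/− kidneys alone and 930 in Acot12+/+ kidneys alone. Of the 5360 genes called in both, 99.7% changed in the same direction, and so did 89.1% of the 1754 and 88.4% of the 930. A call in a single genotype does not test whether the genotypes differ. The interaction of genotype and UUO did test this and called 7 of the 1754 genes, 1 of the 930 and 6 of the 5360, 14 in all. A model with a replicate block, which takes kidneys of the same number within a genotype as a pair, called 83 genes by the interaction. Over the 12 fits that each left out a library the interaction called 0 to 916 genes, the most without Acot12−/− CL replicate 2. The median absolute log2 fold change of the 1754 genes was 0.67 in Acot12−/− and 0.31 in Acot12+/+ kidneys, where 439 of them had an unadjusted p under 0.05. The setting that moved the Acot12−/−-alone count most, a fit of only the groups compared, gave 545 in Acot12−/− alone and 3782 in Acot12+/+ alone. Leaving out Acot12−/− UUO replicate 2 took the Acot12−/−-alone count down to 1150. Leaving out Acot12−/− CL replicate 2 raised the Acot12+/+-alone count to 1784, and leaving out Acot12+/+ CL replicate 1 lowered it to 517.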

To investigate the underlying mechanism involved in kidney fibrosis induced by ACOT12 deficiency, we extracted genes differentially expressed in *Acot12*^*−/−*^ UUO kidneys or commonly overlapping genes and analyzed them via the DAVID bioinformatics resource^26^ (Fig. 7a). 

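For the 7 pathways of Fig. 7a, lists written from general knowledge were tested for over-representation with a one-sided Fisher test adjusted over the 7 lists. Among the 1754 genes called in Acot12−/− kidneys alone, no list was over-represented. Lysosome had 18 of 97 tested genes (1.40 times the share among all genes, adjusted p 0.596), peroxisome 4 of 74 (0.41, 0.992) and phagosome 9 of 93 (0.73, 0.992). Autophagy had 14 of 107 (0.99, 0.985), senescence 20 of 134 (1.13, 0.909), mTOR 18 of 125 (1.09, 0.909) and p53 6 of 63 (0.72, 0.992). Lysosome passed the threshold without Acot12+/+ UUO replicate 1 (1.71, adjusted p 0.0130) or replicate 2 (1.65, 0.0329). Peroxisome passed it under scaling to equal totals (15 of 74, 2.28, 0.0134). Over all alternatives the adjusted p of the lysosome list ran from 0.0130 to 0.995 and that of the peroxisome list from 3.25e-07 to 1.00. The value of 3.25e-07 belongs to a different set, all genes called in Acot12−/− kidneys. Among all 7114 genes called in Acot12−/− kidneys, peroxisome had 62 of 74 (2 higher and 60 lower after UUO; ratio 1.56, adjusted p 3.25e-07) and phagosome 71 of 93 (52 higher, 19 lower; 1.42, 1.81e-05). The other lists had 59 of 97 (lysosome, 15 higher and 44 lower), 47 of 107 (autophagy, 14 and 33), 84 of 134 (senescence, 50 and 34), 68 of 125 (mTOR, 25 and 43) and 36 of 63 (p53, 25 and 11). The interaction test called no gene of the 7 lists, and 4 (peroxisome) to 22 (phagosome) genes per list had an unadjusted p under 0.05. With p adjusted over each list alone it called 4 phagosome, 2 senescence, 1 lysosome and 1 p53 gene. The lysosome list had an interaction median of −0.23, with 73 of 97 genes lower (camera adjusted p over 30 lists 0.000364, fry 0.366). From CL to UUO the list medians in Acot12+/+ and Acot12−/− kidneys were −0.08 and −0.39 for lysosome, 0.75 and 0.86 for phagosome and −0.05 and −0.18 for autophagy. They were 0.11 and 0.13 for senescence, −0.12 and −0.16 for mTOR and 0.16 and 0.24 for p53. Within the peroxisome list, Pex2 fell in Acot12+/+ (−1.30, SE 0.17, adjusted p 8.84e-05) and in Acot12−/− kidneys (−1.14, SE 0.17, adjusted p 0.000137; interaction 0.16, 0.922). Between Acot12−/− UUO and Acot12+/+ UUO it differed by 0.02 on the log2 scale (adjusted p 1.00), and scaled to equal totals by −0.13, the same as the median of all genes.

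**Figure D4:**
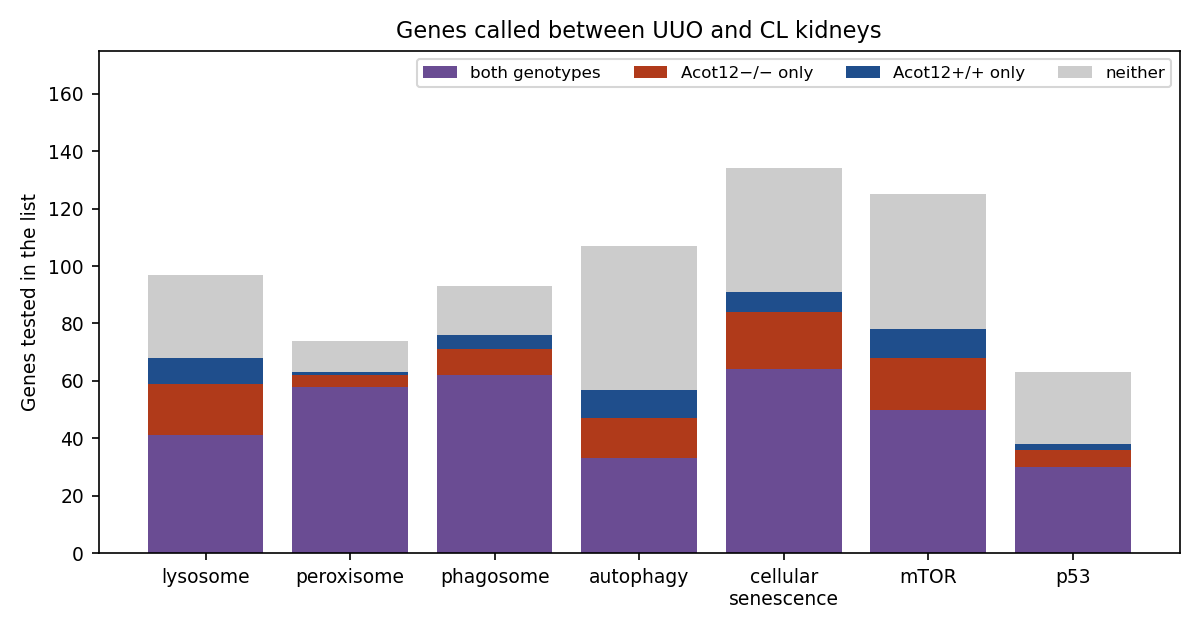
Genes of each pathway list called between UUO and CL kidneys in both genotypes, in Acot12−/− alone, in Acot12+/+ alone or in neither.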

The lysosome, peroxisome, phagosome, autophagy, cellular senescence, mTOR and p53 signaling pathways were enriched in genes differentially expressed in *Acot12*^*−/−*^ UUO kidneys. Among these, significant attention was given to peroxisomal biogenesis factor (PEX) genes, such as Pex1 and Pex2, which were found to be downregulated, indicating disrupted peroxisome biosynthesis in the absence of ACOT12 (Fig. 7b). In addition to a reduction in the expression of peroxisomal biosynthesis genes (Fig. 7b and Supplementary Fig. 5b), the expression of acyl-CoA-binding domain containing 5 (*Acbd5*), a gene encoding the peroxisome receptor for pexophagy, was also significantly decreased in *Acot12*^*−/−*^ UUO kidneys. Given the critical role of ACBD5 in facilitating the interaction between peroxisomes and autophagosomes, its downregulation suggests a potential mechanism through which impaired pexophagy contributes to the fibrotic phenotype observed in these kidneys. The colocalization of peroxisomes with the autophagosome marker LC3 was more prominent in *Acot12*^*+/+*^ primary murine tubular epithelial cells than in *Acot12*^*−/−*^ cells, indicating the activation of pexophagy (Fig. 7c and Supplementary Fig. 5c). However, in *Acot12*^*−/−*^ primary murine tubular epithelial cells, a significantly lower colocalization level was observed, which was rescued by the restoration of *Acot12*. Immunohistochemical staining revealed that ACBD5 expression was significantly lower in *Acot12*^*−/−*^ kidneys than in *Acot12*^*+/+*^ kidneys and in *Acot12*^*+/+*^ UUO kidneys than in contralateral kidneys (Fig. 7d,e). The decreased level of ACBD5 in *Acot12*^*+/+*^ UUO kidneys was reversed by treatment with losartan and fenofibrate (Supplementary Fig. 6a,b), which was previously shown to induce ACOT12 expression. However, fenofibrate treatment did not lead to an increase in ACBD5 expression in *Acot12*^*−/−*^ UUO kidneys. Consistent with ACOT12 expression, an age-dependent loss of ACBD5 expression was observed (Supplementary Fig. 6c), suggesting that the fibrosis induced by ACOT12 may be linked to pexophagy. The overexpression of ACBD5 in *Acot12*^*−/−*^ UUO kidneys also ameliorated kidney fibrosis and lipid accumulation (Fig. 7f). Although the introduction of ACOT12 or ACBD5 into 23-month-old *Acot12*^*+/+*^ kidneys did not achieve as high a level of overexpression as that observed after earlier injections, the areas where ACOT12 or ACBD5 was overexpressed presented notable improvements in kidney fibrosis and lipid accumulation (Fig. 7g and Supplementary Fig. 7).

**Fig. 7:**
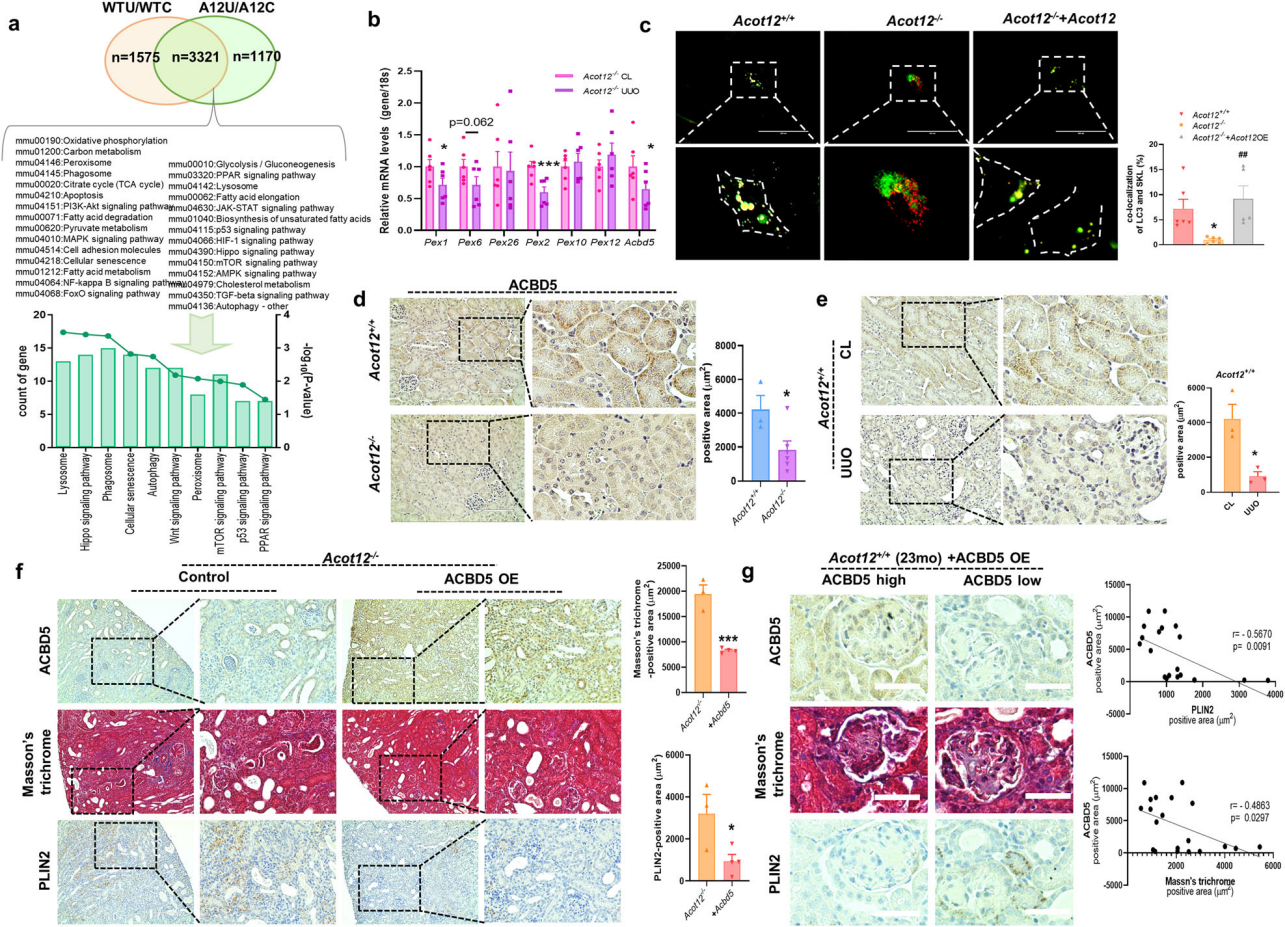
ACOT12 deficiency may inhibit pexophagy via the downregulation of ACBD5. **a** A Venn diagram of differentially expressed genes in *Acot12*^*+/+*^ UUO or *Acot12*^*−/−*^ UUO kidneys and analysis of Kyoto Encyclopedia of Genes and Genomes pathways enriched in *Acot12*^*−/−*^ UUO kidneys. **b** The expression levels of pexophagy-related genes in *Acot12*^*−/−*^ UUO kidneys were analyzed via RT‒PCR (*n* = 6 per group). **c** Representative image of colocalization of GFP-LC3 and RFP-SKL in primary kidney tubular epithelial cells isolated from *Acot12*^*+/+*^ and *Acot12*^*−/−*^ kidneys or in ACOT12-transfected *Acot12*^*−/−*^ primary kidney tubular epithelial cells. The colocalization of LC3 and SKL was quantified and the results are presented as a graph. Magnification of the images is shown in areas demarcated by the white box. Scale bar, 100 μm. Immunohistochemical staining of ACBD5 in *Acot12*^*+/+*^ or *Acot12*^*−/−*^ kidneys (**d**) and in *Acot12*^+/+^ kidneys with or without UUO surgery (**e**). The positive area was determined and the data are presented as a bar graph (*n* = 3–6 per group). Scale bar, 100 μm. **f** Masson’s trichrome and immunohistochemical staining of PLIN2 and ACBD5 in *Acot12*^*−/−*^ UUO kidneys with or without ACBD5 overexpression (ACBD5 OE) (*n* = 3–4 per group). The positive area was determined and the data are presented as a bar graph. Scale bar, 200 μm. **g** ACBD5 was recovered in 23-month-old *Acot12*^*+/+*^ kidneys. Images of PLIN2 and ACBD5 immunohistochemical staining or Masson’s trichrome staining and correlations between ACBD5 and PLIN2 or ACBD5 and Masson’s trichrome staining, scale bar, 50 μm. *P < 0.05 and ***P < 0.001.

## Discussion

Accumulating evidence has revealed that defective FAO in the kidneys can induce kidney fibrosis^11,27^. Tubular epithelial cells in the kidney use FA instead of glucose as the major energy source for ATP generation, and the importance of mitochondrial β-oxidation has been suggested^28–30^. The downregulation of the CPT family proteins CPT1 and CPT2, which are involved in transporting FAs into the mitochondria, induces FA accumulation and contributes to CKD and kidney fibrosis^12,31^. In this study, we found that ACOT12 KO exacerbated lipid accumulation and kidney fibrosis in kidney tubules.

ACOT12, which is found in the cytosol and peroxisomes and regulates acetyl-CoA metabolism, is highly expressed in the liver, kidney and intestine^32^. ACOT12 deficiency is known to increase de novo lipogenesis (DNL) and leads to the development of nonalcoholic fatty liver disease^19,33^. In hepatocellular carcinoma, the accumulation of acetyl-CoA induced by ACOT12 deficiency increases the acetylation of TWIST2 and stimulates epithelial-mesenchymal transition (EMT)^34^. In addition, the activation of acetyl-CoA synthetases increases DNL by stimulating the acetylation of acetyl-CoA carboxylase and FA synthase in hepatocellular carcinoma under hypoxia^35^. These data suggest various biological and pathological roles for ACOT12. However, the pathophysiological role and mechanism of action of ACOT12 in kidney diseases remain unknown. Here, we found that ACOT12 deficiency significantly exacerbated kidney fibrosis in both aged and UUO-induced mice. Severe polycystic kidney injury and early lipid deposition in aged ACOT12-deficient mice indicate that the dysregulation of lipid metabolism is a critical factor in the aging process of the kidneys^6^. A recent study demonstrated that deficiency of PPARα stimulates DNL by modulating ACOT12 (ref. ^19^). Moreover, the administration of MHY2013, a PPARα/β agonist, reduced accumulation and alleviated age-associated kidney fibrosis^36^. As defective lipid metabolism, such as impaired FAO signaling, has recently been implicated in kidney fibrosis, treatment with a PPARα agonist or overexpression of PPARα could be expected to exert an antifibrotic effect in a kidney fibrosis model. Here, we observed that exposure of UUO kidneys to fenofibrate reduces lipid accumulation and increases ACOT12 expression in kidney tubules. However, fenofibrate introduction to *Acot12*^*−/−*^ UUO kidneys did not ameliorate lipid accumulation or reverse fibrosis. Interestingly, restoring PPARα in *Pparα*^*−/−*^*Acot12*^*−/−*^ kidneys exacerbated lipid accumulation and kidney fibrosis, suggesting an important role of ACOT12 in kidney fibrosis independent of PPARα.

Several studies have reported the relationship between autophagy and kidney fibrosis^37–39^. Autophagy deficiency increases the sensitivity of kidneys to damage, leading to the accumulation of damaged mitochondria, impaired kidney function and severe kidney fibrosis^40^. Moreover, the accumulation of cytosolic acetyl-CoA, potentially resulting from ACOT12 deficiency, is known to lead to the activation of acetyltransferase EP300 and mTORC1, and results in the inhibitory acetylation of autophagy-related proteins, leading to the suppression of autophagy^41,42^. In this study, we found that pexophagy, a type of macroautophagy that selectively degrades peroxisomes, was decreased in the kidney tubules of *Acot12*^*−/−*^ UUO kidneys. The accumulation of defective peroxisomes or failure to remove defective peroxisomes due to dysfunctional pexophagy could alter cellular redox homeostasis and/or impair peroxisome regeneration^43,44^. Defective pexophagy in the liver reportedly increases oxidative stress and liver injury and contributes to the development of liver fibrosis^45^. The accumulation of impaired peroxisomes caused by pexophagy inhibition results in redox imbalance and kidney damage in the acute kidney injury model^46^. It has also been reported that signaling pathways involved in fibrosis, such as the TGFβ signaling pathway, can affect peroxisome proliferation/dynamics^47^. In this study, we observed decreased levels of peroxisomal biogenic factors in *Acot12*^*−/−*^ UUO kidneys. Moreover, we detected significantly decreased expression levels of ACBD5, which is essential for pexophagy and is required for the delivery of peroxisomes to lysosomes in *Acot12*^*−/−*^ UUO kidneys^48,49^. These data indicate an association between pexophagy and kidney fibrosis induced by ACOT12 deficiency. However, the detailed mechanisms underlying this association and the extent of its involvement in different fibrotic conditions need to be investigated. Although an association between ACOT12 deficiency and kidney fibrosis has been identified, the precise mechanisms underlying this relationship and its prevalence across various fibrotic states require further investigation. Moreover, additional studies using conditional KO models are needed to closely examine the kidney-specific effects of ACOT12 deficiency. Considering the differences in susceptibility to kidney injury and peroxisome dysfunction between sexes, the implications of ACOT12 deficiency in females also need to be explored^50–54^.

In summary, we used transgenic mouse models to delineate the biological functions of ACOT12 in the pathogenesis of kidney diseases, particularly kidney fibrosis. Our results demonstrated the important in vivo function of ACOT12 as a key regulator of lipid metabolism and kidney fibrosis. ACOT12 deficiency exacerbates kidney fibrosis possibly through the downregulation of pexophagy.

## Data and materials availability

The authors confirm that all the data are available in the main text or the Supplementary Materials. For general comments or material requests, please contact E.-J.J. (). The sequencing data that support the findings of this study can be accessed under the Gene Expression accession number GSE261115.

## Supplementary information

Supplementary information.

# Supplementary material for: ACOT12, a novel factor in the pathogenesis of kidney fibrosis, modulates ACBD5
**Source:** Exp Mol Med. 2025 Feb 13;57(2):478–88. doi: 10.1038/s12276-025-01406-3
**Supplement:** Supplementary file 1 — Supplementary information.

## **ACOT12, a novel factor in the pathogenesis of kidney fibrosis, modulates ACBD5**

Ee Hyun Kim<sup>1,5</sup>, Mi Kyung Kim<sup>2</sup>, Mi Sun Choe<sup>3</sup>, Ji Hyun Ryu<sup>4</sup>, Eun Seon Pak<sup>1</sup>, Hunjoo Ha<sup>1\*</sup>, Eun-Jung Jin<sup>4, 5\*</sup>

Running head: A novel role of ACOT 12 in kidney fibrosis

Hunjoo Ha

Eun-Jung Jin<sup>2</sup>

Running head: Role of acyl-CoA thioesterase 12 in kidney fibrosis

## **SUPPLEMENTARY FIGURES**

**Supplementary Fig.1**

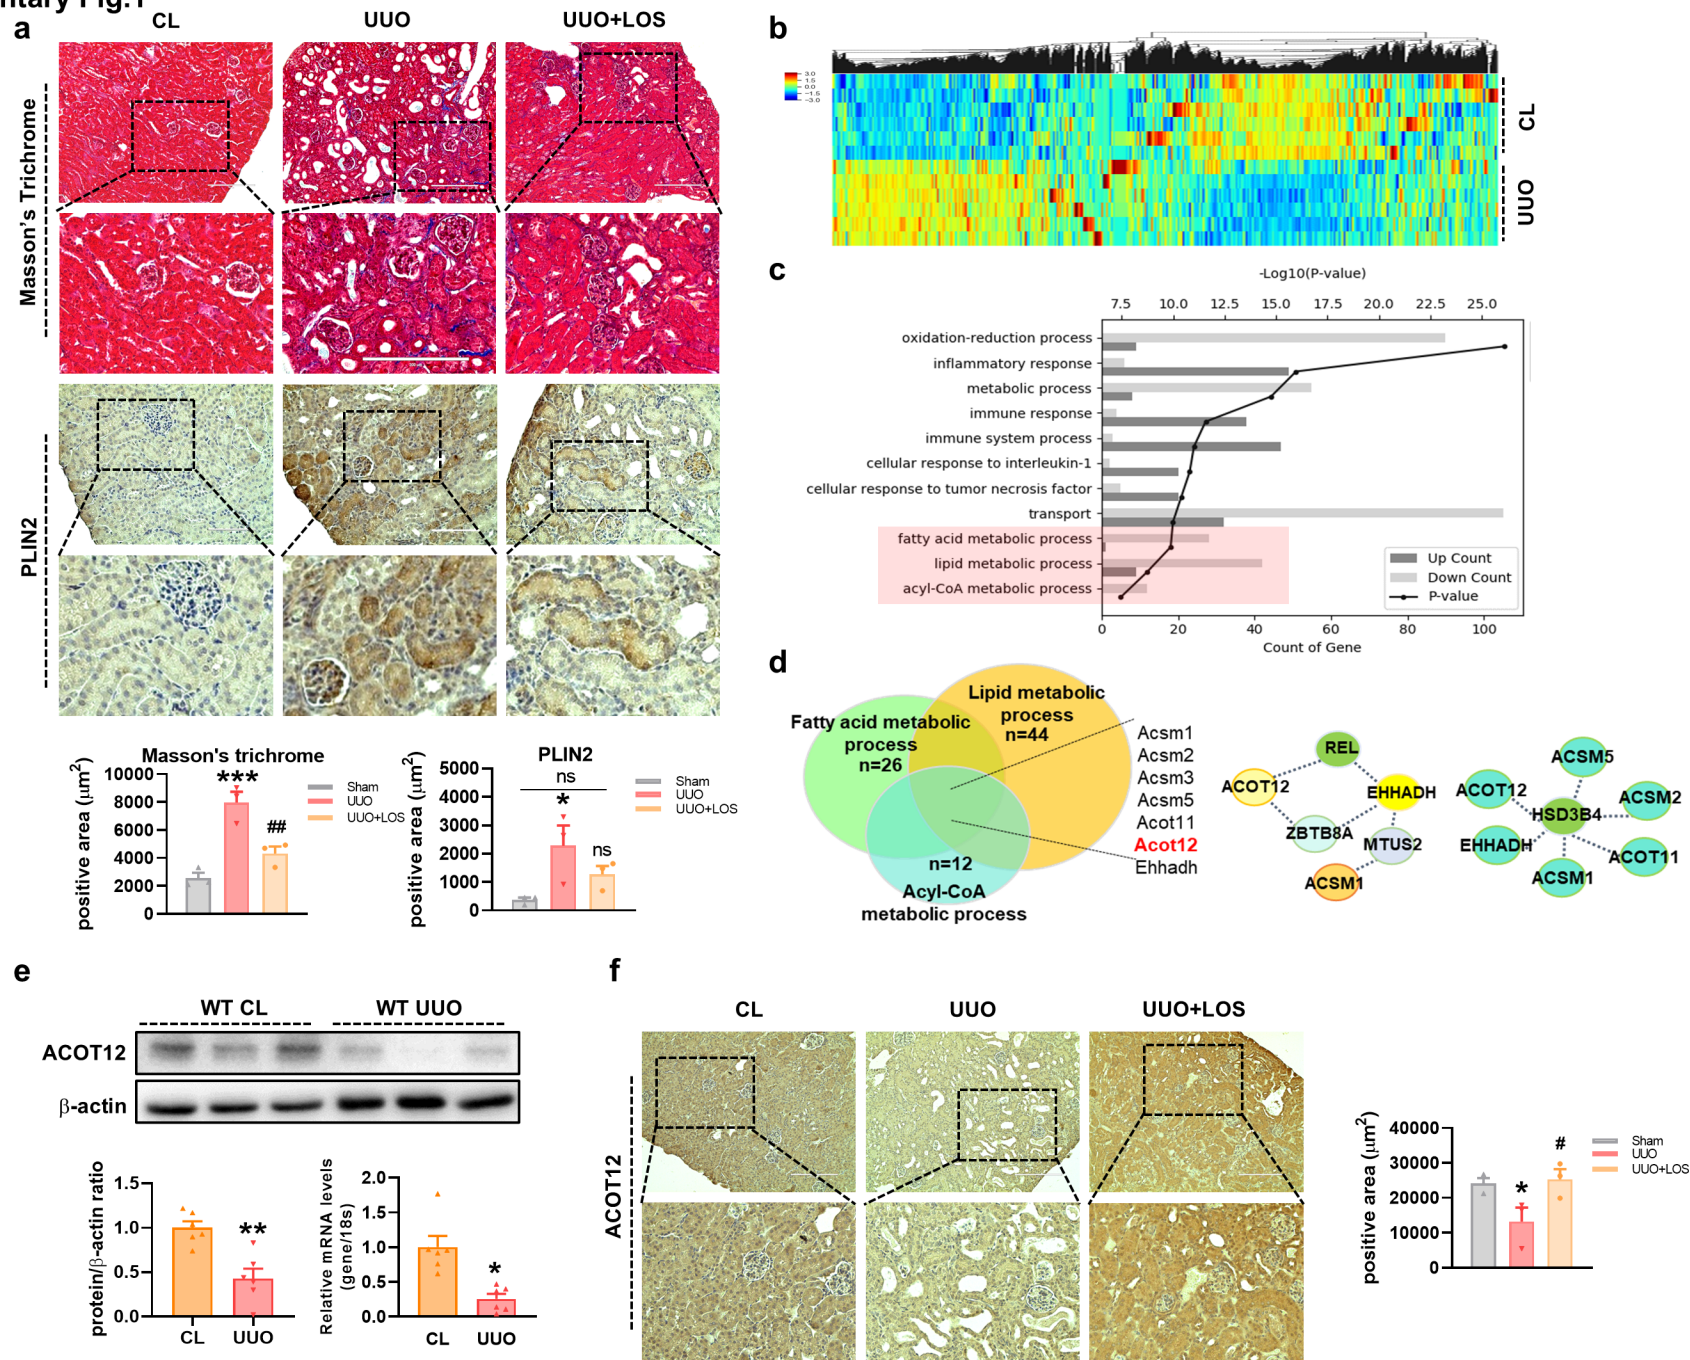

**Supplementary Fig. 1. ACOT12 plays an important role in the pathogenesis of kidney disease.** **a** Masson's Trichrome and immunohistochemical staining images of PLIN2 in UUO kidney treated with or without Losartan (LOS). The untreated contralateral kidney (CL) was used as a control. Scale bar = 200  $\mu$ m for Masson's Trichrome staining images, 100  $\mu$ m for PLIN2 staining images. **b** Heatmaps illustrating hierarchical clustering of significant transcripts expressed in UUO kidneys (n=6). Colors represent the level of gene expression relative to the corresponding control level and median centered for each gene, with blue, green, and red corresponding to lower, equal, and higher expression, respectively. **c** Gene Ontology enrichment analysis of differentially expressed genes in UUO kidneys. **d** A Venn diagram and STRING analysis of three metabolic processes from gene ontology enrichment analysis. **e** mRNA and protein levels of ACOT12 in UUO kidneys. Expression levels of *Acot12* in UUO kidneys were quantified using reverse transcription-quantitative polymerase chain reaction (RT-qPCR) relative to the housekeeping gene RN18S and given as  $\Delta\Delta$  Ct fold change relative to the untreated control (n=6 per group). The blot was quantified with Image J software and represented as quantitative graph.  $\beta$ -actin was used as a loading bar graph. **f** Immunohistochemical staining of ACOT12 in UUO kidneys treated with or without LOS. Scale bar = 200  $\mu$ m. \*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*  $P < 0.001$  per CL #  $P < 0.05$ ; ##  $P < 0.01$  per UUO.

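The heatmap of Supplementary Fig. 1b gives n = 6, and each side has 6 libraries when both genotypes are pooled. UUO against CL over both genotypes, from a fit of all 12 libraries with genotype as an additive term, called 8400 genes, 4148 higher and 4252 lower after UUO. Asking also for a fold change of at least 2 left 2968 of these calls. Under scaling to equal totals 9389 were called, of which 20.2% were lower, with the median of all genes up by 0.47. Leaving out each library in turn gave 7838 to 9107 genes.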

Supplementary Fig. 2

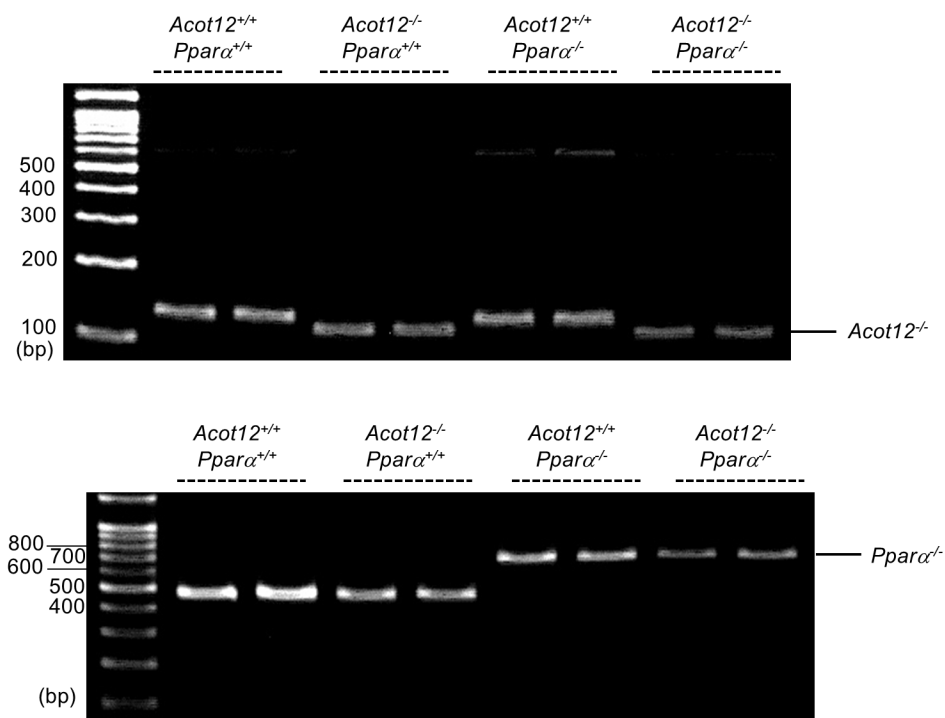

**Supplementary Fig. 2.** Genotyping of *Acot12*<sup>+/+</sup>*Ppara*<sup>+/+</sup>, *Acot12*<sup>-/-</sup>*Ppara*<sup>+/+</sup>, *Acot12*<sup>+/+</sup>*Ppara*<sup>-/-</sup>, and *Acot12*<sup>-/-</sup>*Ppara*<sup>-/-</sup> kidneys.

Supplementary Fig. 3

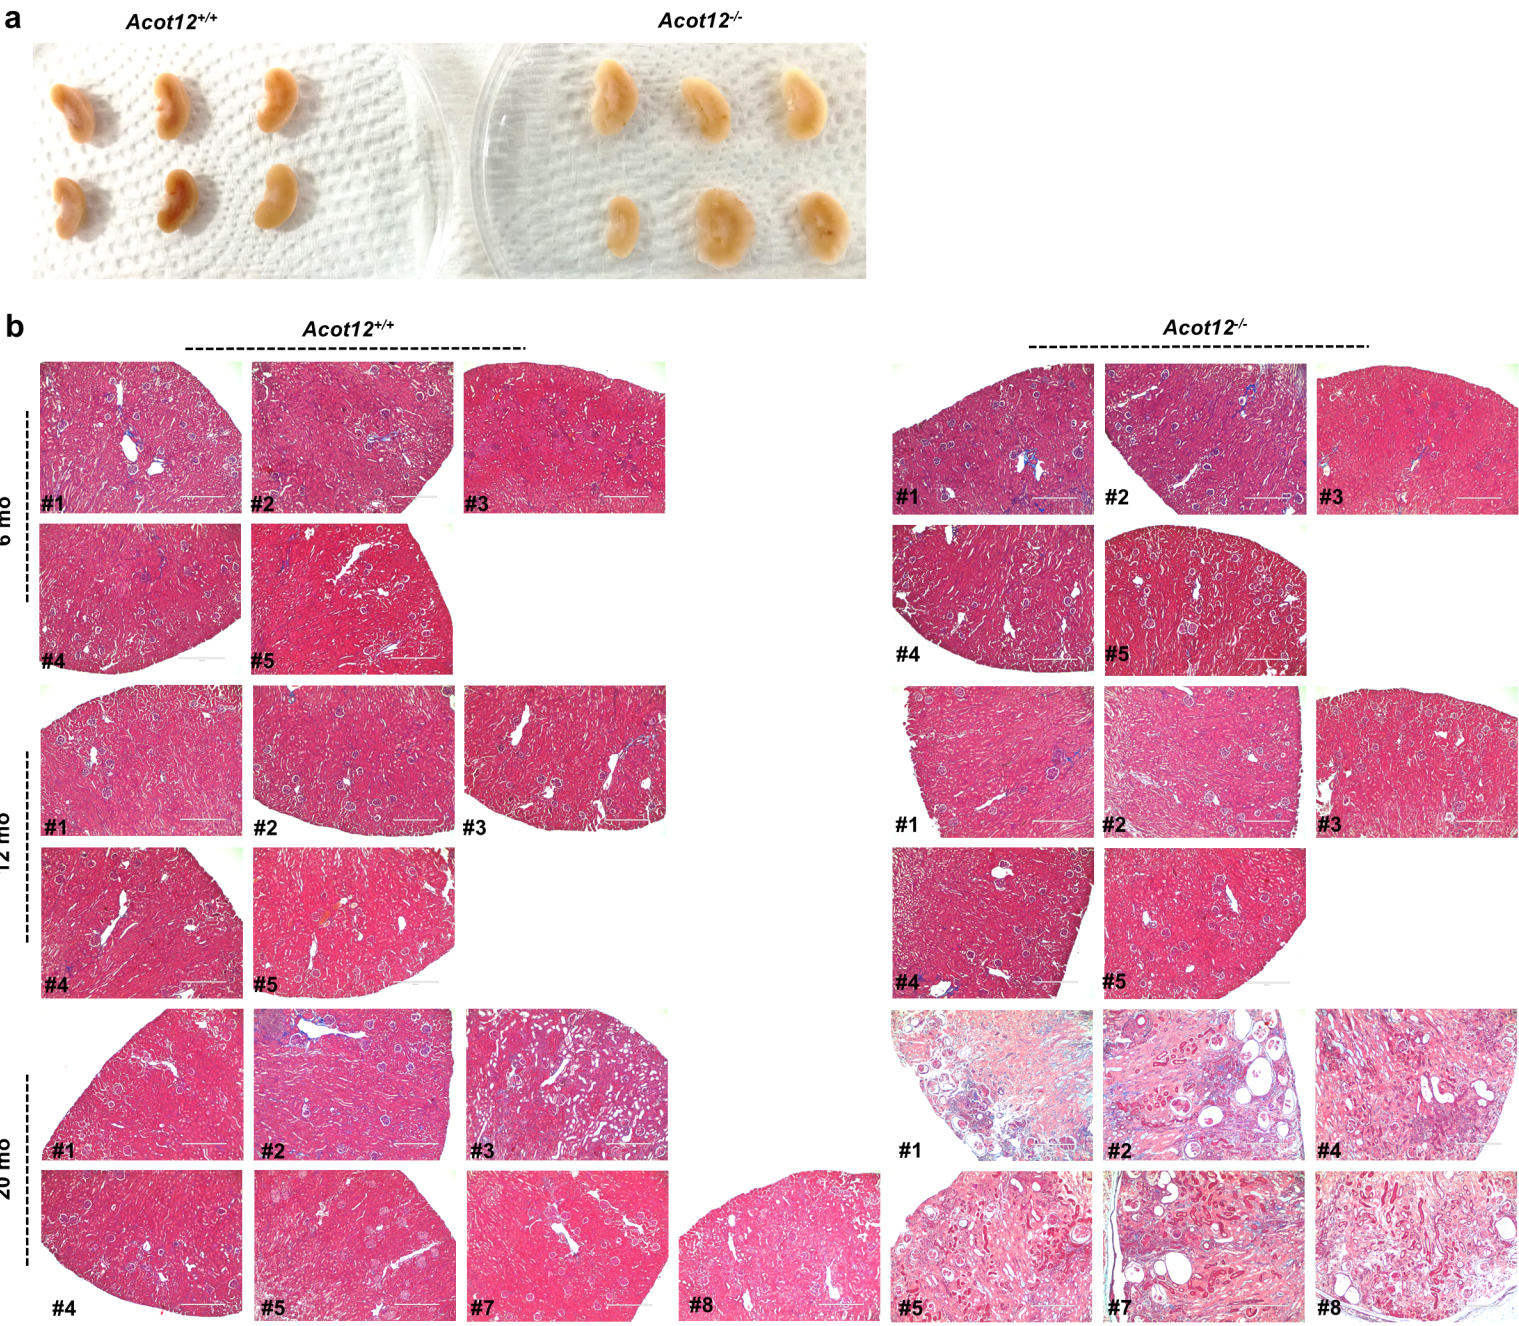

**Supplementary Fig. 3. Aging kidneys of *Acot12*<sup>+/+</sup> and *Acot12*<sup>-/-</sup> mice.** **a** 6 kidneys of 20-month-old *Acot12*<sup>+/+</sup> or *Acot12*<sup>-/-</sup> mice. **b** Masson's Trichrome staining of 6-, 12-, and 20-month-old *Acot12*<sup>+/+</sup> and *Acot12*<sup>-/-</sup> kidney used in this study. Scale bar = 400  $\mu$ m.

Supplementary Fig. 4

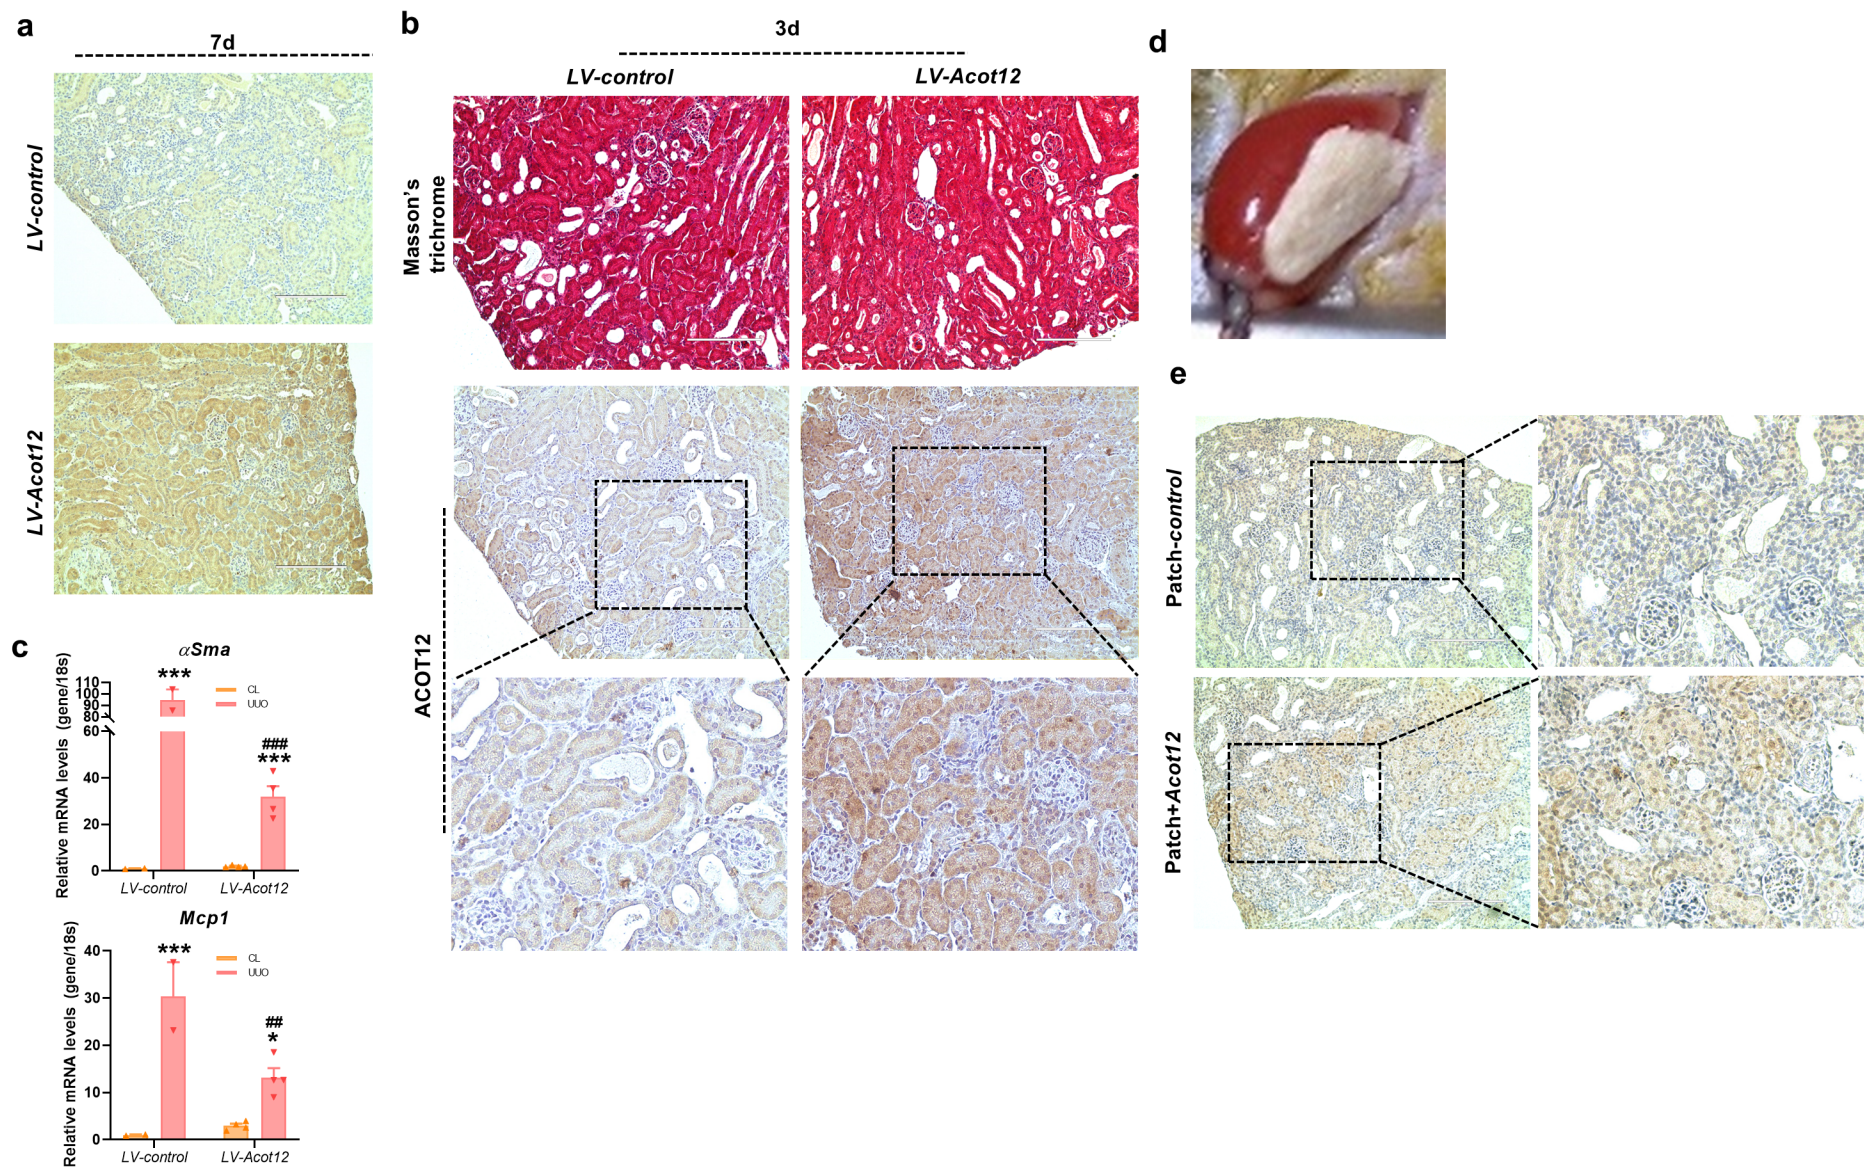

**Supplementary Fig. 4. Lentivirus-mediated and chitosan patch-mediated ACOT12 overexpression.** **a** Immunohistochemical staining of ACOT12 with parenchymal injection of lentivirus containing *Acot12* construct (*LV-Acot12*) into *Acot12*<sup>-/-</sup> kidneys. Control lentivirus (*LV-control*) was used as negative control and mice were sacrificed on day 7. Scale bar = 200  $\mu$ m. **b** Masson's trichrome and immunohistochemical staining of PLIN2 and ACOT12 in *Acot12*<sup>-/-</sup> UUO kidneys with parenchymal injection of *LV-Acot12*. Control lentivirus was used as a negative control and mice were sacrificed on day 3. Scale bar = 200  $\mu$ m. **c** The expression level of fibrotic and inflammatory genes with parenchymal injection of *LV-Acot12*. Control lentivirus was used as a negative control and mice were sacrificed on day 3 (n= 3-4 per group). **d** Picture of kidney attached with chitosan patch conjugated with *Acot12* expression vector (*Patch-Acot12*) during UUO operation. A control expression vector was conjugated into chitosan patch (*Patch*) and used as negative control. **e** Immunohistochemical staining of ACOT12 with *Patch*- or *Patch-Acot12*-attached *Acot12*<sup>-/-</sup> kidneys. Scale bar = 200  $\mu$ m. \*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*  $P < 0.001$  per control CL. #  $P < 0.05$ ; ##  $P < 0.01$ ; ###  $P < 0.001$  per control UUO.

Supplementary Fig. 5

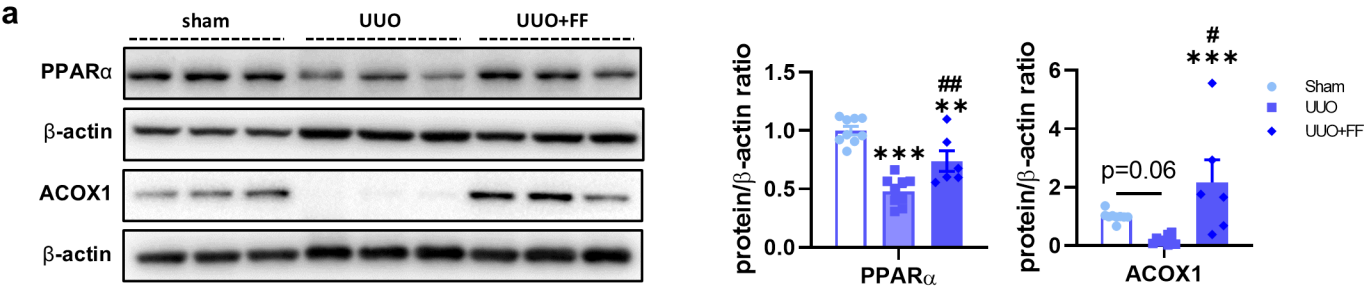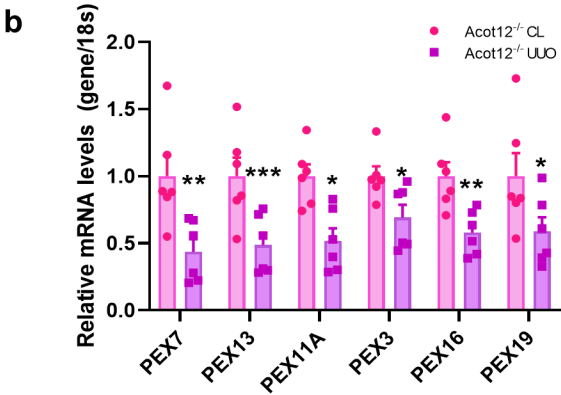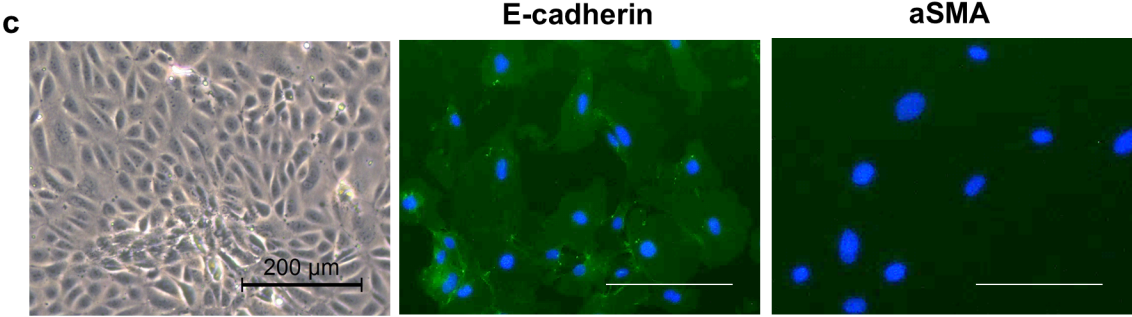

**Supplementary Fig. 5. a** Western blot of PPAR $\alpha$  and its downstream target ACOX1 in *Acot12*<sup>-/-</sup> UUO kidney with fenofibrate treatment (n=6-9 per group). **b** The expression level of peroxisome biogenesis genes in *Acot12*<sup>-/-</sup> UUO kidney (n=6). **c** Immunofluorescence characterization of PTECs, showing E-cadherin as an epithelial marker and  $\alpha$ SMA as a mesenchymal marker. Scale bar = 200  $\mu$ m. \*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*  $P < 0.001$  per sham or CL. #  $P < 0.05$ ; ##  $P < 0.01$  per UUO.

Supplementary Fig. 6

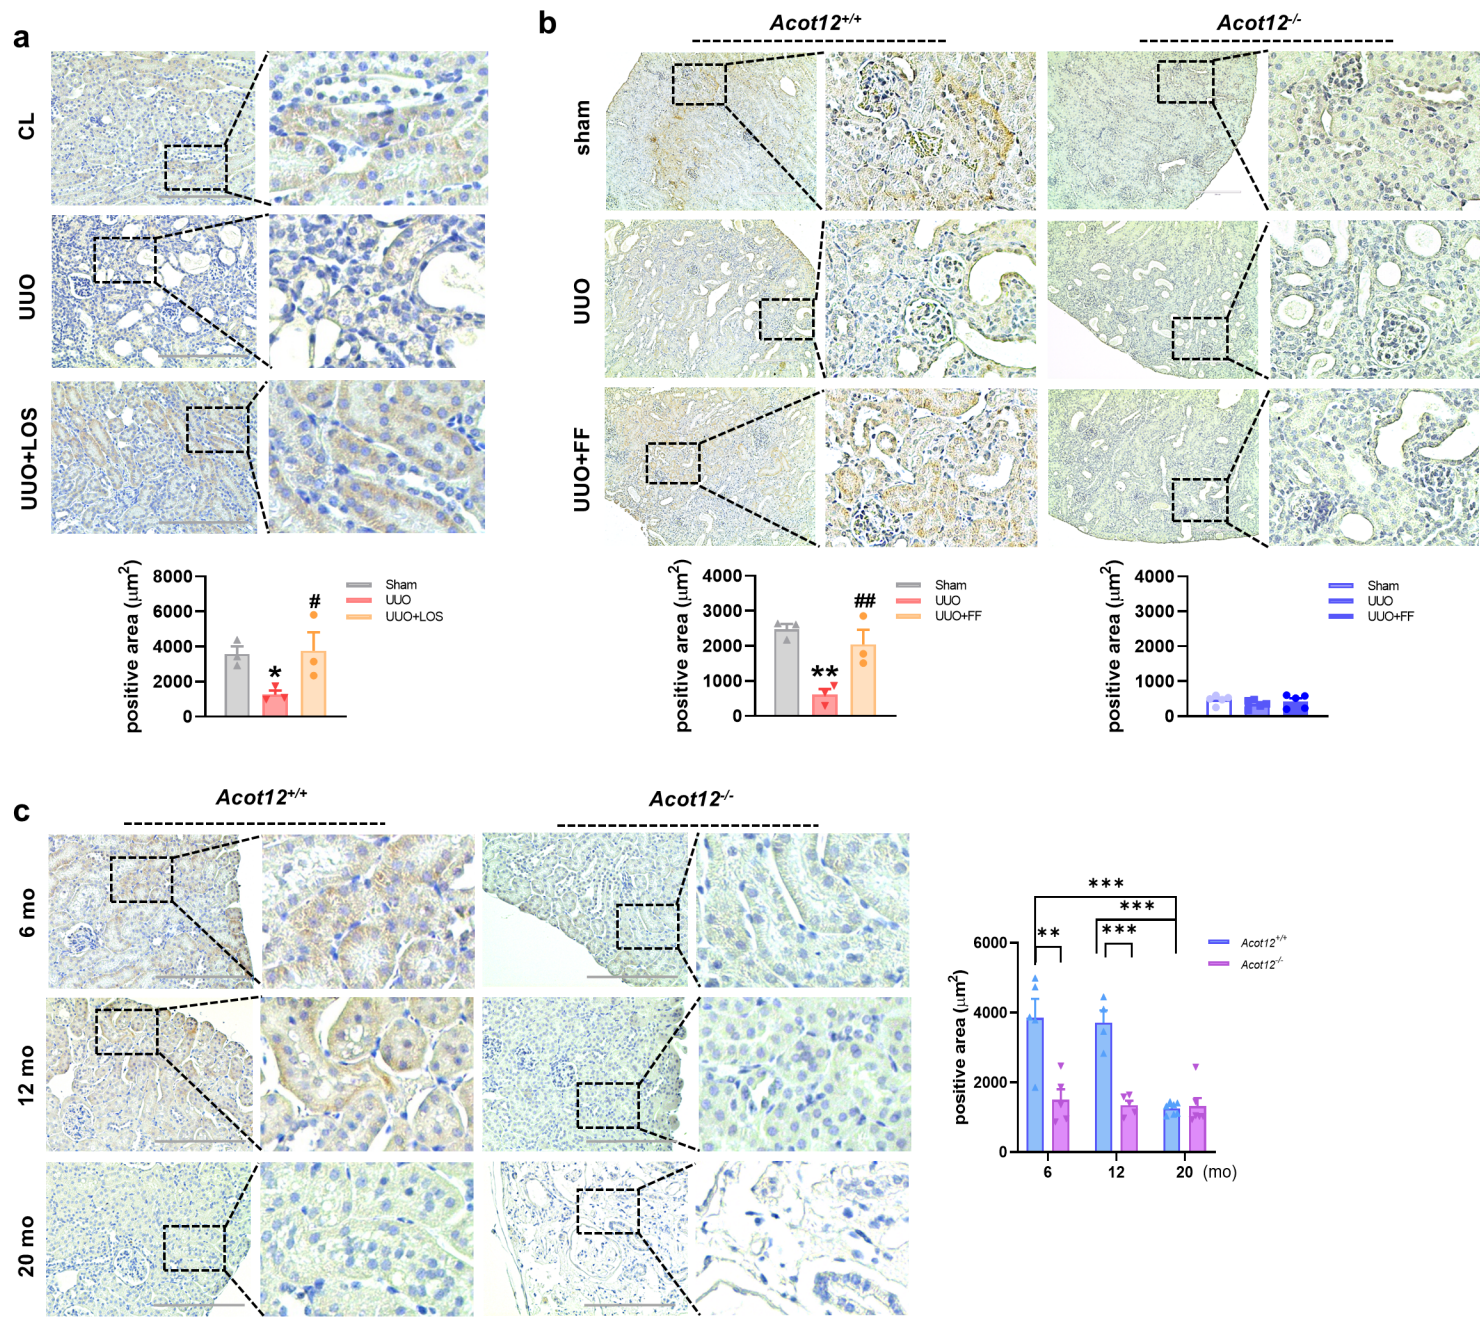

**Supplementary Fig. 6. The expression level of ACBD5 expression in various kidneys used in this study. a** Immunohistochemical staining of ACBD5 in UUO kidney with or without treatment of losartan. Scale bar = 200  $\mu$ m. **b** Immunohistochemical staining of ACBD5 in *Acot12*<sup>+/+</sup> or *Acot12*<sup>-/-</sup> UUO kidneys with or without oral administration of fenofibrate. Scale bar = 200  $\mu$ m. **c** Immunohistochemical staining of ACBD5 in 6-, 12-, and 20-month-old *Acot12*<sup>+/+</sup> kidneys. Scale bar = 200  $\mu$ m. \*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*  $P < 0.001$  per sham or indicated group. #  $P < 0.05$ ; ##  $P < 0.01$  per UUO.

Supplementary Fig. 7

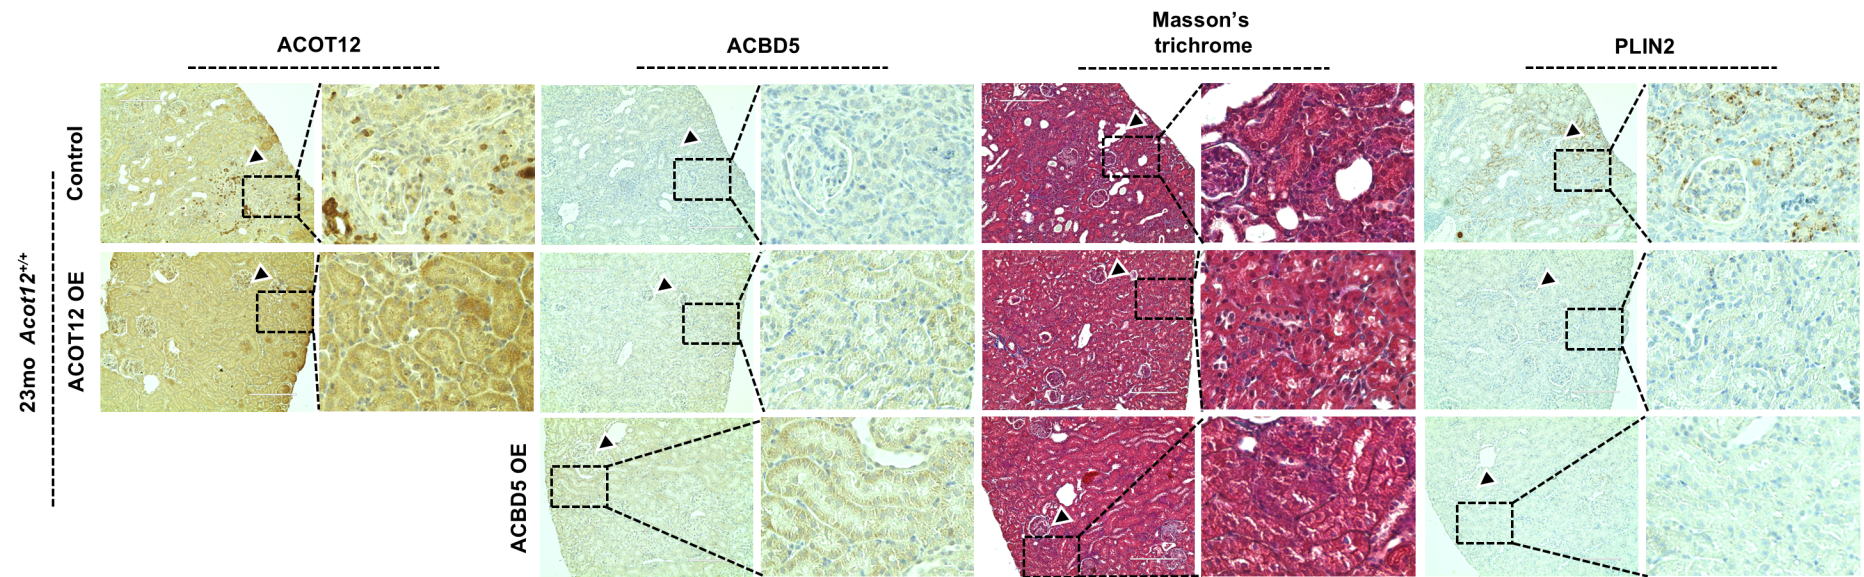

**Supplementary Fig. 7. The immunostaining images of ACOT12, ACBD5, PLIN2 and Masson's trichrome in *Acot12*- or *Acbd5*-overexpressed 23-month-old *Acot12*<sup>+/+</sup> kidneys.**

Scale bar = 200  $\mu\text{m}$ .

## SUPPLEMENTARY TABLE

**Supplementary Table1. qRT-PCR primer sequences**

| Gene          | Forward primer            | Reverse primer            |
|---------------|---------------------------|---------------------------|
| <i>Abcd1</i>  | GTACAGTCTGGTGTCCATGTAG    | GGGTGTGATGATAGGGATGTT     |
| <i>Acaca</i>  | AGCCAGAAGGGACAGTAGAA      | CTCAGCCAAGCGGATGTAAA      |
| <i>Acbd5</i>  | AAAAGATCGCTCTTGTGCTCATTAG | AAAGCTAATGAGCACAAGAGCGATC |
| <i>Acly</i>   | CGGGAGGAAGCTGATGAATATG    | GTCAAGGTAGTGCCCAATGAA     |
| <i>Acot12</i> | CCACCACCTTGGAGAAGATAAA    | GTGAGGTCAGACAAGAGATGATAAG |
| <i>Acss1</i>  | GAGCATGAGCAGTGAAGACA      | CATGGCGGCATACAGTAGATAG    |
| <i>Acss2</i>  | CACCTTCTGGCAAACAGAAAC     | CTACACCGAAGAATGGGAAAGA    |
| <i>aSMA</i>   | GTCCCAGACATCAGGGAGTAA     | TCGGATACTTCAGCGTCAGGA     |
| <i>Colla1</i> | GAACATCACCTACCACTGCA      | GTTGGGATGGAGGGAGTTTA      |
| <i>Fasn</i>   | AAGTTGCCCCGAGTCAGAGAA     | TTCCAGACCGCTTGGGTAAAT     |
| <i>Mcp1</i>   | CTTCTGGGCCTGCTGTTCA       | CCAGCCTACTCATTGGGATCA     |
| <i>Pex1</i>   | GGAGATGGAGAATGTGGCTTAG    | CCAAAGTAGAGCCGGTACATATT   |
| <i>Pex10</i>  | ATGGCTGGAATGGAGGAAAG      | CTTGGATGATCCCAACGTACTC    |
| <i>Pex11a</i> | TCCTTCCTCCTCCTCCTATTC     | GCCGAGATTGGACTTGTAGAT     |
| <i>Pex12</i>  | CAGAAGCGTTGGTGAGAAGATA    | CAGGAAGAATACACCCACAGAG    |
| <i>Pex13</i>  | GTTATCCTTGGCGGTCCTTATC    | TCTTGCAACTACGTGGTCATC     |
| <i>Pex16</i>  | ACTGTCTGGTGTGGTAGATATG    | GTGAGCGTAGCAGGTAGTATAG    |
| <i>Pex19</i>  | GCTAGATCTCATGCAGCAGTTA    | TTGAGAGCATCCAGGTCAAAG     |
| <i>Pex2</i>   | CCCACAATGCCTCACACTAT      | CACTTCGGGCACGTAAAGTA      |
| <i>Pex26</i>  | CTGGAGCTGTGCATCCTTT       | AGGAAGGCCCTGGTTATCT       |
| <i>Pex3</i>   | CCTACAGCATGGTAACTCCATAA   | GTGTCTCACTGCAAACTGAATG    |
| <i>Pex6</i>   | CTGACTGGTGCAGATCTCTATTC   | CAGCTCTAGCCCTTCCCTCTA     |
| <i>Pex7</i>   | CATGTCCTTGTCACCTGTAGTG    | CTCCTGCGTGTGCTCTTTAT      |
| <i>Rn18s</i>  | CCAGTAAGTGCGGGTCATAAG     | GGCCTCACTAAACCATCCAA      |
| <i>Scd1</i>   | CAACTTCACCACGTTCTTCATC    | CCCGTCTCCAGTTCTCTTAATC    |
| <i>Tgfb</i>   | CTTTAGGAAGGACCTGGGTT      | CAGGAGCGCACAATCATGTT      |

How the deposited data were processed for this re-analysis (not part of the article)

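Kidney cortex was sampled on day 7 after unilateral ureteral obstruction from the obstructed (UUO) and the contralateral (CL) kidneys of Acot12+/+ and Acot12−/− mice, which gives 4 groups of 3 libraries and 12 libraries in all. The authors isolated RNA with RNAiso Plus, prepared libraries with a directional NEBNext Ultra II kit and sequenced them on a NovaSeq instrument; a service provider trimmed, mapped and normalized the reads. The paper names neither the aligner, the genome build nor the thresholds of its differential expression.

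The deposited values are FPKM for 23183 gene symbols per library. The unit is not named with them and was derived from the values: in each library the low values are whole multiples of a step that is inversely proportional to transcript length. The plan written before the data were examined assumed counts. FPKM cannot be fitted with a count model, so limma on log2(FPKM + 1) took its place and edgeR was not run. The comparisons, the rule for named genes, the pathway lists and most alternatives were also set before the data were examined. Of the symbols, 22148 matched GENCODE vM21 (GRCm38) as written and 22804 (98.4%) with older symbols included; gene positions, lengths and GC content come from that annotation.

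The steps in the low values gave a depth for each library, which cannot be told apart from a scaling by the provider. In order of replicates it was 13420000, 12420000 and 13790000 fragments in Acot12+/+ CL, 22990000, 21280000 and 21980000 in Acot12+/+ UUO, 14930000, 14290000 and 16260000 in Acot12−/− CL and 21740000, 18520000 and 21050000 in Acot12−/− UUO. Tested on 4 simulated libraries with 3175 genes, the method erred by at most 0.25%. The simulated values carried no scaling beyond depth, so this error does not cover a scaling by the provider. Pearson correlations of log2 values between replicates were 0.985 to 0.989 in Acot12+/+ CL, 0.983 to 0.992 in Acot12+/+ UUO, 0.942 to 0.984 in Acot12−/− CL and 0.974 to 0.989 in Acot12−/− UUO. FPKM carry no counts, so the counting error of low values enters only through the spread between replicates.

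Genes were tested when at least 3 libraries had at least 1 FPKM. Before this, 58 genes were left out that are listed at 0 in a library although another library of the same group has at least 10 FPKM; this exclusion was chosen after the values were seen. It left 13243 genes. Fits used R 4.3.3 with limma 3.58.1: lmFit on log2(FPKM + 1) with all 4 groups in a single model and eBayes with a variance trend. Fits with and without the trend had both been seen when the trend was chosen. The contrasts were UUO against CL in each genotype, Acot12−/− against Acot12+/+ in UUO and in CL kidneys, and the interaction of genotype and UUO. UUO against CL over both genotypes came from a separate fit of the 12 libraries with kidney and genotype as additive terms and no interaction. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the genes tested. Fold changes on log2(FPKM + 1) understate changes of genes at low FPKM. Unless stated otherwise, p-values of genes are adjusted p from limma and p-values of lists are adjusted p from camera.

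The terms of Gene Ontology, KEGG and DAVID were not at hand, so gene lists were written from general knowledge. They cover fatty acid and acyl-CoA metabolism, PPAR, TNF, mTOR and p53 signaling, oxidative phosphorylation, peroxisome, PEX genes, lysosome, phagosome, autophagy, senescence, genes the paper measures or cites, and markers of sex, strain, proximal tubule, other tubule, injured tubule, macrophages, lymphocytes and fibroblasts. Lists of endothelial, podocyte and interferon genes were added after the first fits had been seen, leaving out genes already seen. Lists were tested with camera at a preset correlation of 0.01 and, as alternatives, with estimated correlation, fry and Fisher's exact test; p was adjusted over the tests of a family. Over-representation among genes called in a single genotype used a one-sided Fisher test.

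Genes named in the text are those of the lists drawn up from the paper (most of them measured there, some only cited), PEX genes, sex and strain markers, and per pairwise comparison the 4 called genes with the largest rise and fall among those with a mean of at least 1 and no overlap between groups. The rule was written for counts per unit of depth and applied to FPKM. A gene that the rule covers is not reported here. Genes outside it are marked as chosen after their values were seen.

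Replicate numbers were checked for pairing by correlating, over genes, the residuals of CL and UUO libraries. Within genotypes the same numbers gave 0.13, 0.36 and 0.33 in Acot12+/+ (highest value between different numbers 0.14) and 0.32, 0.19 and 0.32 in Acot12−/− kidneys (highest −0.07), so the numbers pair kidneys there. Neither the labels nor the paper give a sequencing or library batch. Across genotypes the numbers are shared only as labels: −0.30, 0.27 and 0.39 between UUO groups (highest 0.45) and −0.13, −0.01 and 0.06 between CL groups (highest 0.32).

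The alternatives were a pseudocount of 0.1, no filter on low values, median-ratio size factors, a replicate block, a fit of only the groups compared, added fold-change thresholds, and leaving out each library in turn. Equal totals, quantile normalization, a correction for GC content and length (loess span 0.3), at least 1 FPKM in every library, no variance trend, and keeping the 58 genes were added after the values were seen. The pipeline was tested on simulated data in which 200 genes were changed by a log2 fold change of 1 between 3 and 3 libraries: 67.5% of them and 5 unchanged genes were called. Tables and figures used Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. Primer sequences of the supplementary table were compared with the transcripts of the annotation.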

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

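Of the tests in this part, those of the depth of the Acot12−/− CL libraries, of proximal tubule diluting the other cell types, of an interferon response in a single kidney and of the larger change with UUO in the macrophage and fibroblast lists were chosen only after the result was seen.

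A difference appeared between genotypes in CL kidneys, a comparison for which the paper reports no genome-wide result. Between Acot12−/− CL and Acot12+/+ CL kidneys 593 genes were called, 148 higher and 445 lower in Acot12−/− (75.0% lower), and 2289 had an unadjusted p under 0.05. The largest rises were those of Gc (2.91, adjusted p 0.0118), Cyp27b1 (2.41, 0.00646), Ugt2b34 (2.38, 0.0212) and Cyp2d26 (2.12, 0.0331), and the largest falls those of Acot12 (−2.88, 0.000969), Ccl5 (−2.50, 0.00275), Snord17 (−2.40, 0.0334) and Cyp4a12a (−2.27, 0.0324). The groups do not overlap in these genes because that was a condition for naming them. Of the 6 fits that each left out a CL library, Cyp2d26 lost its call in 5 (adjusted p up to 0.140), Cyp4a12a in 4 (up to 0.0931), Snord17 in 3 (up to 0.130) and Ugt2b34 in 1 (0.0596, without Acot12−/− CL replicate 1). The first 3 of these also lost it without a filter on low values and with quantile normalization. In a fit of only the groups compared, Acot12 alone of the 8 kept its call.

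The tables argue against several technical explanations as the whole cause. Leaving out Acot12−/− CL replicate 2 raised the count to 2923, of which 47.3% were lower, and 592 of the 593 genes were among them; leaving out Acot12+/+ CL replicate 1 lowered it to 189. The genes called thus do not come from replicate 2 alone, but the surplus of lower over higher genes was absent without it. With median-ratio size factors 78.3% of the calls were lower, with quantile normalization 70.1% and with equal totals 85.2%, so with all 12 libraries rescaling did not remove the surplus of lower genes. By the depth derived from the steps, the Acot12−/− CL libraries were deeper (lowest 14290000 fragments) than the Acot12+/+ CL libraries (highest 13790000). They nevertheless had more genes at 0 (7050 to 7234, against 6582 to 6690). Fewer of their genes had at least 1 FPKM (11700 to 11870, against 12169 to 12347). The derived depth therefore cannot decide whether these libraries detected fewer genes for a technical reason. All 445 lower genes had a known GC content and length, and 372 of them were still called lower after each library's trend with GC content and length was removed. A mix-up of labels is argued against by Acot12, which lay lower in each of the 3 Acot12−/− CL libraries. The sex markers moved by a median of −0.25 (0 of 4 tested genes called, 1 at an unadjusted p under 0.05) and the strain markers Nnt and Wdfy1 by 0.39 (0 called, 1 at an unadjusted p under 0.05, 1 over the list alone).

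Marker lists of cell types did not move alike. Endothelial genes fell by a median of −0.97 (17 tested, 11 called lower, 15 over the list alone; camera adjusted p over 7 lists 5.88e-16, fry 0.000469), and fibroblast genes by −0.94 (18, 7 and 14; 9.26e-14, fry 0.00138). Lymphocyte genes fell by −0.86 (8, 5 and 5; 5.66e-08, fry 0.000297) and macrophage genes by −0.77 (16, 5 and 11; 4.28e-09, fry 0.0103). Proximal tubule genes rose by 0.53 (28 tested, 1 called higher, 6 at an unadjusted p under 0.05; camera 6.47e-05, but fry 0.32). In these 5 lists the mean of every Acot12−/− CL library lay beyond that of every Acot12+/+ CL library. Podocyte genes moved by 0.06 (12 tested, 0 called, 1 at an unadjusted p under 0.05; camera 0.388) and genes of other tubule segments by −0.16 (18 tested, 1 called lower; camera 0.288). A higher share of proximal tubule that dilutes every other cell type alike is argued against by these unequal falls. Fewer endothelial cells in the Acot12−/− CL samples remain a candidate explanation, and the fall of the other interstitial lists leaves open a lower share of several cell types. Whether such a share differs by genotype or by how the cortex was dissected cannot be separated here and was not tested. Endothelial genes kept a median of −0.96 without Acot12−/− CL replicate 2 and −0.97 after the GC and length correction. Acot12+/+ CL kidneys express all of the 17 endothelial, 18 fibroblast, 28 proximal tubule, 18 other tubule and 12 podocyte genes, 15 of 16 macrophage and 7 of 8 lymphocyte genes at a mean of at least 1 FPKM. The most abundant genes by mean FPKM, named after their values were seen, were Plvap (53.8), S100a6 (289), Fxyd2 (4451), Umod (858), Podxl (32.4), Lyz2 (141) and Nkg7 (5.95) in the same order. Of the 10 splits of the 6 CL libraries into groups of 3, only the real one (1 of 10) gave as many called genes, and the others gave 0. 10 splits are too few to decide between the genotype and an arbitrary grouping of the kidneys.

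Acot12−/− CL replicate 2 deviated most from its group, with an SD over genes of 0.694 on the log2 scale. GC content explained 58.4% of the variance of this deviation, against 45.2% in replicate 3 and 23.0% in replicate 1, while transcript length explained 4.26%, less than in Acot12−/− CL replicate 3 (8.53%) and Acot12−/− UUO replicate 3 (6.01%). After the GC and length correction the SD was 0.448, still the highest of the 12 libraries. GC bias is therefore a candidate explanation for part of the deviation. An interferon response in that kidney may add to it: 13 of 13 interferon genes not seen before were higher than in the rest of its group, by a median of 1.19 after the correction. The UUO library with the same number also showed higher interferon genes (0.97, 13 of 13), and replicate 1 was lower in CL (−1.54) and in UUO (−1.46). An interferon response in some mice and an uneven library remain open together.

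The interaction of genotype and UUO called 14 genes, all with a higher change with UUO in Acot12−/− kidneys (1389 at an unadjusted p under 0.05). Fabp4, which the paper cites but does not measure and which was listed before the data were seen, had an interaction of 2.30 (adjusted p 0.0287), with −1.94 between the CL groups and 0.35 between the UUO groups. The other genes, Arap3, Ushbp1, 1810011O10Rik, Pdlim1, Shank3, Tie1, Unc45b, Pf4, Hmha1, Klhl6, Arhgef15, Tmem204 and Prelp, are named after their values were seen. All 14 were called lower in Acot12−/− CL (median −1.29) and 0 were called in UUO kidneys (median 0.19). Both comparisons share the Acot12−/− CL libraries. In 100 simulated draws with unchanged groups, the top 14 genes were lower in Acot12−/− CL in 13.97 of 14 cases on average, with medians of −0.57 in CL and 0.57 in UUO, and over genes the interaction and the CL difference had an r of −0.71, against −0.87 observed. The sign alone therefore carries no information. The draws gave all libraries the same spread for a gene, but the Acot12−/− CL libraries varied more. Their mean squared deviations from the group mean were 0.0785, 0.218 and 0.112. Those of Acot12+/+ CL libraries were 0.0320 to 0.0424 and those of UUO libraries 0.0217 to 0.0721. The draws therefore cannot decide whether the unequal medians carry information. A model with a replicate block called 83 genes (78 higher, 5 lower), with all 14 among them, and after the GC and length correction 17 were called (5.88% lower), with 6 of the 14 among them. Without Acot12−/− CL replicate 2 the count was 916, of which 43.2% were lower, so that the calls go in a single direction depends on that library. Without replicate 3 of that group it was 153 (4.58% lower), without Acot12−/− UUO replicate 1 8, and in each of the other 9 fits that left out a library it was 0 (1025 to 1274 at an unadjusted p under 0.05). Of 100 drawn splits, 8 gave at least 14 genes, so an arbitrary grouping of the libraries remains a possible explanation. The macrophage and fibroblast lists rose more with UUO in Acot12−/− kidneys (interaction medians 1.08 and 0.85; fry adjusted p 0.103 and 0.102). They were lower in Acot12−/− CL, the macrophage list by −0.77, and moved by 0.16 and −0.02 between the UUO groups. The interaction is the difference between the UUO groups less that between the CL groups. The lower CL level thus places most of the larger change in the contralateral kidneys, but is no separate test of its cause. Both values share the Acot12−/− CL libraries, and draws with unchanged groups were not made for these lists.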

How the results depend on the processing

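No test in this part was chosen to explain a result; the added alternatives (equal totals, quantile normalization, GC and length correction, at least 1 FPKM in every library, no variance trend, and the genes listed at 0 beside 10 FPKM kept) were chosen only after the result was seen. DESeq2 and edgeR with their normalizations were not run, since the values are not counts. Values without scaling beyond library size could not be identified, because the provider's normalization is not named. Median-ratio size factors ran only from −0.0216 to 0.0706 on the log2 scale, while total FPKM of the tested genes ran from 475436 to 895717. The values may already be scaled in a similar way, and the median-ratio alternative changed them little. A minimum count in every library could not be applied and was replaced by at least 1 FPKM.

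Of 22 results on counts and lists, 5 kept their direction and their side of the threshold under every alternative other than leaving out a library, 13 in all fits that left out a library, and 4 in both; 2 reversed. Of 57 results on named genes, 11 became weaker, 4 stronger and 3 reversed under an alternative other than leaving out a library, and 7 became weaker, 3 stronger and 8 reversed when a library was left out. The FA and acyl-CoA lists kept their direction throughout.

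With estimated correlation none of the 6 pathway lists kept its call, at the same medians: adjusted p 0.324 for FA (−1.64), acyl-CoA (−1.64), oxidative phosphorylation (0.25) and TNF (−0.081), 0.397 for PPAR (0.13) and 0.467 for peroxisome (0.081). The last 4 also lost their calls under fry (0.523, 0.523, 0.545 and 0.546). Fisher's test on called genes could not decide for these 4, since they hold neither of the 2 genes called between the UUO groups. Without a filter the TNF median was −0.072 (adjusted p 0.0867). Equal totals took PPAR to −0.0026 and peroxisome to −0.068. In the fits that left out a library PPAR ran from 0.013 to 0.27, peroxisome from −0.0073 to 0.25 and TNF from −0.13 to −0.054. The splits of the 6 libraries gave a camera p at least as small in 2 of 10 for FA, 1 of 10 for acyl-CoA, 6 of 10 for PPAR, 7 of 10 for peroxisome, 5 of 10 for oxidative phosphorylation and 6 of 10 for TNF.

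Between Acot12−/− UUO and Acot12+/+ UUO, 0 genes were called with a pseudocount of 0.1 (246 at an unadjusted p under 0.05), no filter (746), a replicate block (376), only the groups compared (751) or the genes listed at 0 kept (314), and 0 to 2 with a library left out. At an unadjusted p under 0.05 and a fold change of at least 2 there were 40 (30 higher, 10 lower). Of the 10 splits of the UUO libraries 2 gave as many genes: the other one, Acot12+/+ replicates 1 and 2 with Acot12−/− replicate 2 against the rest, gave 151.

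Between Acot12−/− CL and Acot12+/+ CL, 1 gene was called with only the groups compared (1582 at an unadjusted p under 0.05), 252 with a fold change of at least 2 (44 higher, 208 lower), 331 at an unadjusted p with that fold change (74, 257), 312 with at least 1 FPKM in every library (90, 222), 391 with equal totals (58, 333), 264 with quantile normalization (79, 185) and 908 with the GC and length correction (310, 598). Leaving out a library gave 189 to 2923. The interaction called 0 genes without a filter (1845 at an unadjusted p under 0.05), with equal totals (1238) and with quantile normalization (1264), 8 with at least 1 FPKM in every library and 8 without a variance trend, 83 with a replicate block, 383 at an unadjusted p and a fold change of at least 2 (347 higher, 36 lower), and 0 to 916 with a library left out. Besides the interaction and the comparison of the UUO groups (2 to 0), the replicate block moved no count by more than 1.5 times and changed no call of a list.

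For UUO against CL, a fold change of at least 2 left 2634 genes in Acot12+/+, 3424 in Acot12−/− (1773 higher, 1651 lower) and 2968 over both genotypes, with 2277 in both genotypes, 357 in Acot12+/+ alone and 1147 in Acot12−/− alone; with an unadjusted p the counts were 2664, 3443, 2968, 2296, 368 and 1147. With only the groups compared 3782 were called in Acot12+/+ alone and 545 in Acot12−/− alone, and with equal totals 1605 in Acot12+/+ alone. Leaving out a library gave 4925 to 5510 in Acot12+/+, 5849 to 8400 in Acot12−/−, 4390 to 6405 in both, 517 to 1784 in Acot12+/+ alone and 1150 to 2341 in Acot12−/− alone. Of 10 splits, 1 gave as many genes in Acot12+/+ and 1 in Acot12−/−, the real ones; the others gave at most 2 and 0, and 0 where they part all 3 pairs. 10 splits alone are too few to decide about an arbitrary grouping. Over both genotypes 1 of 100 drawn splits, the real one, gave as many and the next gave 3378, which argues against it.

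Over-representation among genes called in Acot12−/− alone changed for peroxisome (2.28 with equal totals, 1.56 among all genes called in Acot12−/−), for phagosome (1.42 among all genes called) and for lysosome, which ran from 1.21 to 1.77 with a library left out. In the same fits peroxisome ran from 0.26 to 0.68, phagosome 0.50 to 1.03, autophagy 0.80 to 1.22, senescence 0.83 to 1.18, mTOR 0.97 to 1.39 and p53 0.56 to 1.16. For each of the 7 lists 1 of 10 splits of the Acot12−/− libraries, the real one, gave a Fisher p as small; the other splits called 0 genes.

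Reversed named genes were small differences between the UUO groups: Tgfb1 (−0.13 with equal totals, −0.024 with quantile normalization, −0.017 with the GC and length correction), Pex2 (−0.13 and −0.037 with the first 2) and Acbd5 (0.011 with the GC and length correction). With a library left out they ran from −0.061 to 0.15 for Tgfb1, −0.018 to 0.059 for Pex2, −0.083 to 0.030 for Acbd5, −0.21 to 0.028 for Acly and −0.40 to 0.27 for Scd1, and between the CL groups from −0.11 to 0.092 for Acly, −0.34 to 0.20 for Fasn and −0.22 to 0.60 for Scd1. Fewer genes or libraries in a fit change the number of calls by construction; apart from that the cause was not tested. A single fragment weighs more in the shallower CL libraries, which may limit calls of genes at low FPKM, but this was not tested.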

Differences from the paper's values

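No test in this part was chosen to explain a difference; alternatives marked as added were chosen only after the result was seen.

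The paper's Venn diagram shows about 1600 genes that differ between UUO and CL in Acot12+/+ kidneys alone (Fig. 7a, read by eye), against 930 here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's without a filter on low values (1182), without Acot12−/− CL replicate 1 (1161), 2 (1784) or 3 (1302) and without Acot12−/− UUO replicate 1 (1114) or 2 (1454), and not under the others. With equal totals it was 1605, with quantile normalization 1083 and with the GC and length correction 1116; these settings were chosen after seeing the values.

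For genes that differ in both genotypes the paper's diagram shows about 3300 (Fig. 7a, read by eye), against 5360 here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's in a fit of only the groups compared (4796), with a fold change of at least 2 at an adjusted p (2277) or an unadjusted p (2296), without Acot12+/+ CL replicate 1 (4482), 2 (4827) or 3 (4521), without Acot12+/+ UUO replicate 1 (4390), 2 (4480) or 3 (4663) and without Acot12−/− UUO replicate 1 (4901) or 2 (4699), and not under the others. With at least 1 FPKM in every library, added after seeing the values, it was 3936. Only the fits without Acot12−/− UUO replicate 1 or 2 came within 1.5 times of both counts. The count in Acot12−/− alone (1754) was within 1.5 times of the paper's (about 1200, read by eye). Of the alternatives set before, it stayed so with size factors (1726), a replicate block (1692) or a fold change of at least 2 (1147). It also did without Acot12−/− CL replicate 1 (1387) and without Acot12−/− UUO replicate 1 (1495), 2 (1150) or 3 (1308). Under the others it did not, with 545 to 2341 genes.

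Fig. 5a shows oxidative phosphorylation, peroxisome and PPAR signaling as lower and TNF signaling as higher in Acot12−/− UUO than in Acot12+/+ UUO kidneys. Here the medians were 0.25, 0.08, 0.13 and −0.08, the opposite directions. The directions of Fig. 5a were those of UUO against CL in Acot12−/− kidneys (−1.41, −1.25, −0.94 and 1.35). Peroxisome was lower in the genotype comparison with equal totals (−0.07) and without Acot12−/− UUO replicate 1 (−0.01), and PPAR with equal totals (−0.0026); equal totals was chosen after seeing the values, and relative to all genes under it the medians were 0.06 and 0.13. No setting gave oxidative phosphorylation lower or TNF higher.

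The paper reports higher expression of fibrosis and inflammation genes in Acot12−/− than in Acot12+/+ kidneys by PCR (Fig. 3c). In these libraries the differences between the CL groups were −0.81 for Ccl2, −0.79 for Tgfb1, −0.82 for Col1a1 and −0.33 for Acta2, and between the UUO groups −0.23, 0.01, −0.17 and −0.40; 0 of 4 were called in either, with 3 and 0 at an unadjusted p under 0.05. In the CL groups 3 passed as lower with p adjusted over the list alone (camera adjusted p over 30 lists 0.00395, fry 0.0159), and 0 did in the UUO groups. In the CL groups the opposite direction was called for Ccl2 and Col1a1 with a pseudocount of 0.1, with median-ratio size factors, and without Acot12−/− CL replicate 2 or 3. With settings chosen after seeing the values it was also called for Ccl2 and Tgfb1 (GC and length correction, adjusted p 0.0450 and 0.0414) and for Col1a1 (equal totals, 0.0371). Over the alternatives the adjusted p ran from 0.0246 to 0.243 for Ccl2, from 0.0202 to 0.218 for Col1a1 and from 0.0414 to 0.432 for Tgfb1. For genes of lipid synthesis, also reported higher (Fig. 3d), Acly, Acaca, Fasn and Scd1 differed by −0.01, 0.16, −0.14 and 0.23 between the CL groups and by −0.10, −0.12, −0.21 and −0.03 between the UUO groups, with 0 called and 0 at an unadjusted p under 0.05 in each.

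The paper states that the pathways of Fig. 7a are enriched in genes that differ in Acot12−/− UUO kidneys. Of its 7 pathways, 0 passed here among genes called in Acot12−/− alone, and peroxisome and phagosome passed among all genes called in Acot12−/−. Peroxisome passed among genes called in Acot12−/− alone with equal totals (2.28, adjusted p 0.0134), chosen after seeing the values, and lysosome without Acot12+/+ UUO replicate 1 (1.71) or 2 (1.65).

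The paper reports lower Acbd5 in Acot12−/− UUO than in Acot12−/− CL kidneys by PCR (Fig. 7b). Here the log2 fold change was −0.74 (SE 0.32, adjusted p 0.0662), in the same direction and not called. Acbd5 was called without Acot12−/− CL replicate 3 (−1.22, adjusted p 0.000233) and with the GC and length correction, chosen after seeing the values (−0.55, 0.0295); without Acot12−/− CL replicate 2 the fall was smaller (−0.36, 0.231). Over the alternatives the adjusted p ran from 0.000233 to 0.548. Of the PEX genes of Fig. 7b, Pex6 (0.02) and Pex26 (0.18) were not lower in Acot12−/− UUO than in Acot12−/− CL.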

Other observations

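Of the tests in this part, those of fewer leukocytes of every kind, of a lower depth of the Acot12−/− UUO libraries and of the chromosome of Slc4a11 were chosen only after the result was seen.

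Lymphocyte marker genes, most of them T-cell genes, were lower in Acot12−/− UUO than in Acot12+/+ UUO kidneys. Of the 8 genes tested, 7 were lower, with a median log2 fold change of −0.70; 0 were called over all genes, 5 had an unadjusted p under 0.05 and 5 passed with p adjusted over the list alone. Over the 30 lists camera gave an adjusted p of 6.57e-12 and fry 0.0233, and the 3 Acot12−/− library means lay below all 3 others. Leaving out each UUO library gave medians from −0.82 to −0.54 and a camera p of at most 1.37e-07. After the GC and length correction the median was −0.73. Fewer leukocytes of every kind are argued against by the macrophage list, which moved by 0.16 (0 called, 0 at an unadjusted p under 0.05). The Acot12−/− UUO libraries were shallower (18520000 to 21740000 fragments, against 21280000 to 22990000). Thinning the Acot12+/+ UUO libraries to 18520000 fragments moved the median of the lymphocyte list by −0.037 to 0.029 over 100 draws. These values argue against depth, as derived from the steps, as the cause. Of 10 splits of the 6 libraries 1 gave a camera p as small, the real one, and 10 splits are too few to decide about an arbitrary grouping. Fewer T cells in obstructed Acot12−/− kidneys remain a hypothesis; the same list was lower in CL kidneys of this genotype.

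Interferon genes were higher in Acot12−/− UUO than in Acot12+/+ UUO kidneys in 16 of 16 genes (median 1.01). Of these, 0 were called and 8 had an unadjusted p under 0.05. Over the 30 lists camera gave an adjusted p of 6.08e-16 and fry 0.907. The list mean on the log2 scale was 3.96, 5.65 and 5.18 in Acot12−/− UUO replicates 1, 2 and 3. It was 3.86 to 3.89 in the Acot12+/+ UUO libraries, so the rise lay almost wholly in replicates 2 and 3. The other cell lists had 0 genes called between the UUO groups and medians of −0.02 (fibroblast), 0.17 (endothelial), 0.16 (podocyte), −0.05 (injured tubule), 0.18 (proximal tubule) and 0.09 (other tubule). Of these, other tubule had 1 gene at an unadjusted p under 0.05 and the rest had 0. Sex markers moved by −0.18 and strain markers by 0.07 between the UUO groups, with 0 called and 0 at an unadjusted p under 0.05.

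From CL to UUO, in Acot12+/+ and Acot12−/− kidneys, the list medians were −0.23 and 0.82 for endothelial, 1.86 and 2.97 for macrophage, 1.42 and 2.12 for fibroblast, 1.22 and 1.58 for lymphocyte, and 3.12 and 3.08 for injured tubule genes. They were −2.14 and −2.56 for proximal tubule, −1.72 and −1.58 for other tubule, −0.05 and 0.09 for podocyte, and 0.84 and 1.53 for interferon genes. The interaction of the endothelial list had a median of 1.15 (fry adjusted p 0.0149; 0 genes called, 14 at an unadjusted p under 0.05, 14 over the list alone), with the Acot12−/− CL libraries shared with the lower values of the CL comparison. The injured tubule and fibroblast lists share 1 gene. Ccl2, Tgfb1, Col1a1 and Acta2 rose with UUO in both genotypes (4 of 4 called; medians 2.13 and 2.86).

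Acbd5 had 39.5 ± 3.71 FPKM in Acot12+/+ CL, 21.2 ± 0.478 in Acot12+/+ UUO, 40.0 ± 21.9 in Acot12−/− CL and 20.9 ± 1.78 in Acot12−/− UUO kidneys. From CL to UUO in Acot12+/+ kidneys its log2 fold change was −0.86 (adjusted p 0.0409), and the call was lost in each of the 6 fits that left out a library (0.0630 to 0.110), and also without a filter (0.0635), with size factors (0.0505), quantile normalization (0.116) and equal totals (0.551). Over the alternatives its adjusted p ran from 0.000186 to 0.551. In the fit of all 12 libraries over both genotypes Acbd5 was called lower after UUO (−0.80, SE 0.22, adjusted p 0.00525). Between genotypes it differed by −0.14 in CL and −0.02 in UUO kidneys. The 16 PEX genes fell by a median of −0.61 in Acot12+/+ (11 called lower, 1 higher) and −0.83 in Acot12−/− kidneys (11 called lower), and moved by 0.04 between the UUO groups (0 called, 0 at an unadjusted p under 0.05). The 6 genes of Fig. 7b had medians of −0.51, −0.73 and −0.01 in the same comparisons, and the 6 of Supplementary Fig. 5b had −1.01, −1.20 and 0.08. Of 18 genes listed from the paper's subject, Acot12, Acbd5 and Fabp4 included, some measured there by other methods and some (such as Cd36) only cited, 10 were called lower and 2 higher from CL to UUO in Acot12+/+ (median −0.83) and 9 lower and 4 higher in Acot12−/− kidneys (−0.94). Plin2 had a mean of 55.0, 104, 71.7 and 119 FPKM in Acot12+/+ CL, Acot12+/+ UUO, Acot12−/− CL and Acot12−/− UUO.

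Slc4a11 was lower in Acot12−/− kidneys on both sides, in CL kidneys by −1.17 (adjusted p 0.00726). A stretch of chromosome carried along with the Acot12 edit is argued against for this gene, since Slc4a11 lies on chromosome 2 and Acot12 on chromosome 13. Of 83 tested genes within 10 Mb of Acot12, 2 were called between the CL groups (2.41%, against 4.49% of other genes): Arsb and F2r, named after their values were seen. The difference of Slc4a11 therefore stays open, as a possible effect of the genotype or of unlinked variants between the mouse lines; neither was tested.

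Kap, named after its values were seen, is listed at 0 in Acot12+/+ CL replicates 1 and 3 and in Acot12−/− CL replicate 3, beside 189588 FPKM in Acot12+/+ CL replicate 2 and 101309 and 129163 in the other Acot12−/− CL libraries. Rn45s, also named afterwards, is listed at 0 in 11 libraries and at 10672.7 FPKM in Acot12−/− CL replicate 2. Both were left out of the tests.

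Of the 26 primer pairs in the paper's supplementary table, 21 match within a single annotated transcript and 5 do not. The Acbd5 pair matches no transcript as printed, and its primers are complementary to each other over 21 bases, against at most 5 in the other pairs. This shared stretch does match Acbd5 (and Gm11856, named after the match was seen). The forward primer of the Col1a1 pair matches Col1a2 and its reverse primer no transcript. The Fasn pair, the reverse primer of Pex6 and the forward primer of Rn18s match none.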
